# Response of *Arabidopsis thaliana* to Flooding with Physical Flow

**DOI:** 10.3390/plants13243508

**Published:** 2024-12-16

**Authors:** Momoko Kaji, Kazuma Katano, Taufika Islam Anee, Hiroshi Nitta, Ryotaro Yamaji, Rio Shimizu, Shunsuke Shigaki, Hiroyuki Suzuki, Nobuhiro Suzuki

**Keywords:** flooding, jasmonic acid (JA), pathogen defense, physical flow, respiratory burst oxidase homologue (RBOH), salicylic acid (SA), submergence

## Abstract

Flooding causes severe yield losses worldwide, making it urgent to enhance crop tolerance to this stress. Since natural flooding often involves physical flow, we hypothesized that the effects of submergence on plants could change when combined with physical flow. In this study, we analyzed the growth and transcriptome of *Arabidopsis thaliana* exposed to submergence or flooding with physical flow. Plants exposed to flooding with physical flow had smaller rosette diameters, especially at faster flow rates. Transcriptome analysis revealed that “defense response” transcripts were highly up-regulated in response to flooding with physical flow. In addition, up-regulation of transcripts encoding ROS-producing enzymes, SA synthesis, JA synthesis, and ethylene signaling was more pronounced under flooding with physical flow when compared to submergence. Although H_2_O_2_ accumulation changed in response to submergence or flooding with physical flow, it did not lead to lipid peroxidation, suggesting a role for ROS as signaling molecules under these conditions. Multiple regression analysis indicated possible links between rosette diameter under flooding with physical flow and the expression of *Rboh*s and SA synthesis transcripts. These findings suggest that pathogen defense responses, regulated by SA and ROS signaling, play crucial roles in plant responses to flooding with physical flow.

## 1. Introduction

Flooding can cause severe yield losses worldwide, resulting in devastating economic and sociological impacts [1]. Recent climate changes, such as rising sea levels and shifting rainfall patterns, can exacerbate the negative impact of flooding on crop yields [2,3]. Global warming increases air temperature, enabling the atmosphere to hold more moisture and leading to more intense rainfall [4]. Given these factors, the effects of flooding on plants and crops are likely to worsen due to global climate change. It is therefore urgent to establish strategies to enhance the tolerance of crops to flooding.

One of the most serious problems for plants caused by flooding is the disruption of gas diffusion between cells, leading to the inhibition of mitochondrial respiration and related metabolic processes [5]. Morphological and developmental alterations in plants under flooding are associated with their ability to adapt to low-oxygen conditions [1]. For example, plants can develop adventitious roots that acquire O_2_ and transport it to submerged roots [6,7]. Oxygen deficiency caused by flooding also enhances programmed cell death in the cortex, resulting in the production of air spaces, called aerenchyma, which are crucial for maintaining root respiration [7]. In addition, in rice, it has been demonstrated that internodal distances can elongate to prevent complete submergence of the plants [8].

Several key mechanisms governing plant responses to flooding have been elucidated in previous studies. In situations where respiration-dependent energy production is hampered, pyruvate fermentation becomes essential. Pyruvate Decarboxylase (PDC) and Lactate Dehydrogenase (LDH) convert pyruvate into acetaldehyde, subsequently reduced to ethanol by Alcoholic Dehydrogenase (ADH) to provide an alternative energy source [9,10,11,12]. Plant hormones also play crucial roles in the regulation of flood response of plants. Ethylene (ET) serves as a signal triggering acclimatory responses, including the regulation of transcripts encoding PDC and ADH [13]. Silencing Ethylene-Responsive Element-Binding Factor 2 (ERF2) resulted in the down-regulation of the expression of transcripts encoding PDC and ADH in Petunia, whereas the overexpression of ERF2 up-regulated the expression of these transcripts involved in pyruvate fermentation [14]. The significance of ET can also be extended to the formation of adventitious roots and aerenchyma [13,15,16]. It was demonstrated that expression of transcripts involved in ET production was up-regulated in flooded rice plants developing these structures [16]. In addition, ET promotes cell death necessary for aerenchyma formation [15]. These findings underscore the pivotal roles of ET signaling in flood responses in plants.

The roles of other plant hormones, such as gibberellin (GA), auxin (AU) and abscisic acid (ABA), in plant responses to flooding were also revealed in previous studies [17]. For example, exogenous applications of GA resulted in enhanced tolerance of plants to flooding accompanied by the attenuation of oxidative damage [18]. The production of ET under flooding facilitates AU transport, and accumulated AU, in turn, stimulates ET biosynthesis [19]. This reciprocal relationship promotes the transport of AU to the flooded parts of the plant, where cell division and adventitious root development occur [20]. In contrast, ABA was shown to negatively regulate formation of adventitious roots and aerenchyma via antagonistic manner with ET [1,21]. Furthermore, the level of salicylic acid (SA) and jasmonic acid (JA) increases in response to waterlogging. SA and JA can induce programmed cell death necessary for the formation of aerenchyma and production of ET [22,23,24]. These findings suggest that the response of plants to flooding is tightly regulated by the coordination of multiple plant hormone signals.

Flooding causes the inhibition of CO_2_ acquisition via the stomatal closure, negatively impacting mechanisms underlying photosynthesis [25]. Damage to photosynthesis as well as respiration increases cellular levels of reactive oxygen species (ROS), which can further harm cells under various abiotic stress conditions [25,26,27]. ROS scavenging enzymes, such as Superoxide Dismutase (SOD), Catalase (CAT) and Ascorbate Peroxidase (APX), can be activated in response to flooding to prevent excessive ROS accumulation [28], highlighting the importance of ROS scavenging systems for plant survival under flooding. However, transcripts encoding ROS-producing enzymes, Respiratory Burst Oxidase Homologues (RBOHs), were also shown to be up-regulated in response to flooding [29]. Despite their toxic potential, ROS play key roles in regulating numerous biological processes, involved in growth, development and responses to biotic and abiotic stresses [30]. Different RBOHs are expressed in various tissues and organs, with diverse roles evidenced in previous studies [31]. In *Arabidopsis thaliana*, RBOHD and RBOHF are key regulators of pathogen defense mechanisms [32,33,34]. Mutants deficient in these RBOHs showed inhibited ROS production and programmed cell death in response to pathogen attacks [32,33]. Further studies have demonstrated the roles of these RBOHs in regulating plant responses to abiotic stresses including waterlogging [35,36,37]. For example, a previous study demonstrated the significance of RBOH in rice in the regulation of ET-dependent aerenchyma formation [15]. In addition, ROS produced by RBOHD functions are implicated in mediating systemic responses to abiotic stresses including waterlogging as well as pathogen attack [38,39]. Although significant insights into the roles of RBOHs in regulating biotic and abiotic stress responses have been uncovered, their roles in regulating plant responses to flooding remain largely unknown. Superoxide anion (•O_2_⁻) generated by RBOH activity is converted to H_2_O_2_ through a reaction catalyzed by superoxide dismutase (SOD) [30]. H_2_O_2_ then acts as a signaling molecule, regulating a wide range of processes, including plant stress responses [40]. Due to its relative stability, H_2_O_2_ is a major ROS involved in signaling [40]. In contrast, excessive accumulation of ROS under stress conditions can lead to lipid peroxidation, resulting in the production of malondialdehyde (MDA) as a byproduct [41]. Thus, measuring H_2_O_2_ and MDA levels serves as an effective indicator of ROS signaling or oxidative damage in cells.

Despite advancements in understanding the mechanisms crucial for plant responses to flooding, there remains a significant gap between laboratory experiments and natural environments. In nature, flooding often coincides with other biotic or abiotic stresses, exacerbating its negative effects on plant growth [13]. The responses of plants to combined stresses cannot be inferred from responses to individual stresses, as discussed in a recent review [13]. In addition, natural flooding involves physical flow, which may elicit different plant responses compared to submergence alone. It has been demonstrated that physical stresses can impact the biological processes in plants. For example, statistical analysis and modeling indicated that tensile stress can alter the cell division plane orientation in *Arabidopsis thaliana* [42]. Furthermore, synthetic Arg-Gly-Asp (RGD) peptide, known for its role in cell adhesion in animal cells, dramatically inhibited the phosphorylation of MAPK-like cascades activated by shear stress and ROS production during shear stress in suspension-cultured *Taxus cuspidata* cells [43]. Despite the absence of a homologue of animal integrin, plant cells may use other RGD-binding proteins to recognize the RGD motif, which can be affected by shear stress. Based on these facts, we expected that the effects of submergence on plant can be altered when combined with physical flow. In this study, we analyzed growth parameters and the transcriptome of *Arabidopsis thaliana* exposed to submergence without physical flow and flooding with physical flow to characterize plant responses to flooding with physical flow. As no one has investigated the effects of flooding with physical flow on plants, we employed transcriptome analysis (RNA-Seq) to explore a broad range of processes that can be affected by flooding with physical flow.

## 2. Results

### 2.1. Effects of Flooding on Growth of Arabidopsis thaliana Plants

In this study, we established the methods to apply flooding with physical flow to *Arabidopsis thaliana* plants by using a water channel (Figure 1 and Figure S1). Flooding was effectively implemented with flow rates of 2.0 and 8.0 L/s, maintaining a consistent water depth of approximately 10 cm (9.27–9.97 cm; Figure 1B). This suggests that the water pressure exerted on the plants was nearly uniform across all stress conditions. For comparison, the plants were also submerged into water at a depth of 10 cm in parallel in a plastic container. To assess the effects of flooding with physical flow on growth of *Arabidopsis thaliana* plants, we monitored number of leaves, rosette diameter and inflorescent length every 3 days for 25–27 days following the application of flooding with physical flow or submergence. The number of leaves decreased in plants exposed to stress at both 7 and 10 days post-treatment. However, from 16 days onwards, the plants exposed to submergence exhibited a significant increase in leaf number, whereas those subjected to flooding with physical flow did not (Figure 2A). In contrast, plants exposed to flooding with physical flow exhibited a smaller rosette diameter compared to those kept as controls or exposed to submergence. Notably, exposure to faster flow rate resulted in significantly smaller rosette diameter compared to controls from 13 days post-treatment (Figure 2B). However, neither flooding with physical flow nor submergence influenced the inflorescent length, nor did the timing of state transition from vegetative stage to reproductive stage (Figure 2C). These results suggest that *Arabidopsis thaliana* plants might differently respond to submergence and flooding with physical flow.

### 2.2. Transcriptome Analysis of Arabidopsis thaliana Plants Exposed to Flooding with Physical Flow

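RNA was sequenced from 9 samples, with 3 samples each of control plants, plants exposed to submergence and plants exposed to flooding with physical flow. Each sample pooled 10 plants at an age of 4 weeks. Both stresses lasted 30 min at a water depth of 10 cm, and the water moved at 8 L/s under flooding. The authors mapped the reads to TAIR10 and deposited the expression of each gene in each sample as FPKM. The deposited values cover 32833 genes, of which 7662 are listed at 0 in all samples. The count-based test of the paper needs read counts per gene, which FPKM do not give. The groups were compared here with limma on log2(FPKM + 0.1), each comparison on its own 6 samples and on genes with a mean FPKM of at least 0.5 over those samples. This left 18814 genes for submergence against control, 18806 for flooding against control and 18864 for flooding against submergence. Transcripts with a Benjamini-Hochberg adjusted p under 0.05 were taken as up- or down-regulated, with no minimum fold change. The median over genes of the SD of the log2 values was 0.11 among the control samples, 0.17 among the submergence samples and 0.19 among the flooding samples (n = 3 each).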

To explore the mechanisms through which plants respond to flooding with physical flow, we conducted a transcriptome analysis of 4-week-old plants subjected to either submergence or flooding with flow rate of 8 L/s. Our analysis yielded 41,763,964–70,107,698 input reads from the cDNA libraries (Table S1). 

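The paper's Table S1 lists 49998561 to 70107698 input reads per control sample, 37885690 to 53783009 per submergence sample and 41763964 to 44949542 per flooding sample. Its mapped reads have a median of 62906850 in the control samples, 46861493 in the submergence samples and 39743524 in the flooding samples. By the same table the share of reads mapped was between 93.8% and 95.8%. The deposited FPKM of all genes sum to between 752248.71 and 786473.78 per sample. The 10 genes with the highest FPKM held between 7.86% and 10.9% of that sum. The number of reads behind each gene is not known from FPKM, so no counting error is given for single transcripts.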

Of these, 39,743,524–66,405,340 reads were mapped to the *Arabidopsis thaliana* reference genome (TAIR10). To provide an overview of this analysis, MA plots were generated (Figure S2). The fold change of up-regulated transcripts tended to be higher than that of down-regulated transcripts, regardless of whether plants were subjected to submergence or flooding.

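Among the up-regulated transcripts the median absolute log2 fold change was 1.02 under submergence (quartiles 0.64 and 1.64) and 1.15 under flooding (quartiles 0.67 and 1.97). Among the down-regulated transcripts it was 0.52 under submergence (quartiles 0.39 and 0.75) and 0.57 under flooding (quartiles 0.43 and 0.79). A change of at least 2-fold was reached by 875 up-regulated and 217 down-regulated transcripts under submergence, and by 1201 and 456 under flooding. These values describe genes, which are not independent replicates, and carry no test. The excess of the up-regulated over the down-regulated median was 0.59 under flooding, and the alternative that moved it most, a pseudocount of 1, gave 0.44.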

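By limma, 1698 transcripts were up-regulated under submergence and 2137 under flooding. With the replicate number as a block in the model (replicate block), these counts were 1490 and 2007. In all 1698 transcripts, and in 2133 of the 2137, each stressed sample lay above each control sample. Among all tested genes, the 3 stressed and 3 control samples did not overlap in 38.5% under submergence and in 46.6% under flooding, where chance gives 10%. Flooding and submergence samples did not overlap in 21.6%. The largest rises under submergence were those of the small nucleolar RNA AT5G08865 (log2 fold change 6.07, adjusted p = 0.000193), which is listed at 0 in every control sample, CYP94C1 (5.32, adjusted p = 0.000764) and ERF022 (5.28, adjusted p = 0.000893). Under flooding the largest rises were those of ERF022 (6.03, adjusted p = 1.1e-05), the chloroplast gene PSBN (5.91, adjusted p = 0.0215) and ERF109 (5.74, adjusted p = 0.000118). The standard error of the PSBN change was 1.47, against 0.30 for ERF022.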

The results revealed that 2423 and 3201 transcripts were significantly up-regulated in response to submergence and flooding with physical flow, respectively. Among them, 475 transcripts were uniquely up-regulated during submergence, and 1253 transcripts were exclusive to flooding with physical flow (Figure 3A, Tables S2–S4). 

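The overlap of the 2 comparisons left 375 transcripts up-regulated under submergence only, 814 under flooding only and 1323 under both. The 814 became 464 with a fold change of at least 2, the largest change as a ratio, and 1302 without flooding replicate 3, the largest as a difference. Of the 814, 32 were below the minimum FPKM under submergence and not tested there, as were 7 of the 375 under flooding. A positive log2 fold change under submergence was found for 742 of the 814 (91.2%, or 94.9% of the 782 tested), and 363 of them rose there with an unadjusted p under 0.05. Both fold changes use the same control samples, which alone favours a shared sign. In a test added after the values were seen, transcripts up under flooding only were called with 2 control samples for both stresses. Their change under submergence was then taken against the control sample left out. It was positive for 93.8% to 97.3% of them, where 37.7% to 49.2% of all tested genes were positive. With 2 controls only 890 to 1097 transcripts were up under submergence, against 1698, so more missed rises could enter these lists. The median log2 fold change of the 814 was 0.78 under flooding and 0.39 under submergence, the latter over those tested there. The difference between the stresses was tested directly by comparing the flooding samples with the submergence samples. In that comparison 786 of the 814 had a positive log2 fold change and 262 also had an unadjusted p under 0.05. None had an adjusted p under 0.05, and the smallest was 0.107, but with all 9 samples in one fit 28 of the then 681 transcripts (4.11%) passed. Over all tested genes this comparison gave 0 transcripts after adjustment (88 up and 139 down with all 9 samples in one fit) and 2780 with an unadjusted p under 0.05. Of the 375 transcripts up under submergence only, 318 had a positive log2 fold change under flooding and 191 were lower under flooding than under submergence with an unadjusted p under 0.05. The 814 and the 375 were chosen from these same samples. That choice alone favours such differences between the stresses and small unadjusted p.

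**Figure D1:**
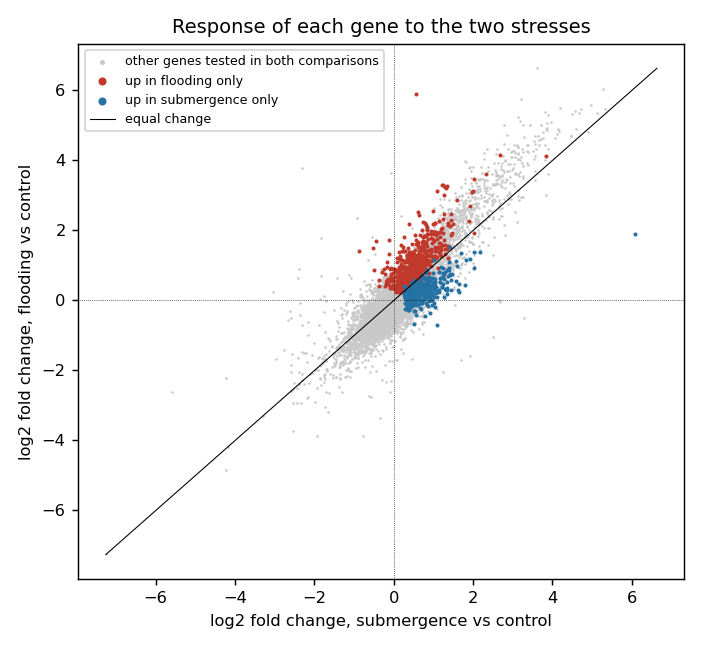
Log2 fold change of each gene under submergence (x axis) and under flooding (y axis), each against control. Red points are the 782 transcripts up under flooding only that were tested in both comparisons, blue points the 368 up under submergence only, grey points the other genes tested in both, and the line marks equal change; 742 of the red points lie right of 0 on the x axis.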

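Gene Ontology (GO) terms were taken from the deposited annotation, which gives a term to 10791 genes. The paper took its terms from the DAVID database, so its annotation was another one and its background may differ. For terms with few annotated genes the test here has little power. The transcripts of each list were compared with the tested genes that carry any term of the same namespace (one-sided Fisher's exact test, 1397 terms of at least 5 tested genes). No term passed an adjusted p of 0.05 among the transcripts up under submergence only, and 48 had an unadjusted p under 0.05. With the replicate block, which moved this most among the alternatives set beforehand, 11 terms passed. Protein phosphorylation was carried by 6 of these transcripts, 1.85 times the share in the background (exact p = 0.106, adjusted p = 1). Response to auxin was carried by 8 (1.33 times, exact p = 0.253), and with a mean FPKM of at least 2 its ratio fell to 0.787. Protein autophosphorylation was carried by 1 (0.449 times, exact p = 0.897). No gene in the deposited annotation carries the term nuclear pore organization.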

The transcripts up-regulated specifically in response to submergence predominantly fell into the Gene Ontology (GO) terms associated with biological process, such as “protein phosphorylation”, “response to auxin”, “protein autophosphorylation” and “nuclear pore organization” (Figure 3B, Tables S5 and S6). In addition, transcripts that are assigned to GO terms “plasma membrane”, “plant-type cell wall” and “nuclear pore inner ring” were also highly represented among those exclusively up-regulated during submergence (Tables S5 and S6). These results indicate the potential roles of protein phosphorylations and cell wall maintenance in the regulation of plant response to submergence. This speculation can also be supported by the high representation of transcripts that are assigned to GO terms, “kinase activity” and “pectin acetylesterase activity” (Tables S5 and S6). 

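Plasma membrane was carried by 49 of the transcripts up under submergence only, 1.55 times its share in the background (one-sided Fisher's exact test, p = 0.000733, adjusted p = 0.128). Plant-type cell wall was carried by 9, a ratio of 3.88 (exact p = 0.000502, adjusted p = 0.105). Over the alternatives the adjusted p ranged from 0.00687 to 0.348 for plasma membrane and from 0.0474 to 1 for plant-type cell wall. The term nuclear pore inner ring has 0 genes in the deposited annotation.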

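Kinase activity was carried by 16 of the transcripts up under submergence only, 2.02 times its share in the background (one-sided Fisher's exact test, p = 0.00549, adjusted p = 0.451). Pectin acetylesterase activity is a term of 0 genes in the deposited annotation and was not tested.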

The GO terms highly represented among the transcripts specifically up-regulated in response to flooding with physical flow differed from those up-regulated in response to submergence (Figure 3B,C, Tables S7 and S8). 

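Among the transcripts up under flooding only, 50 terms had an adjusted p under 0.05, and 0 terms were shared with the list for submergence, which had none. The 2 lists were also compared with each other for 9 terms named by the paper (two-sided Fisher's exact test). Plant-type cell wall was carried by 5.17% of the annotated transcripts up under submergence only and by 1.52% of those up under flooding only (exact p = 0.0233, adjusted p = 0.21). Response to auxin was carried by 4.79% and 9.65% (exact p = 0.0756, adjusted p = 0.34). Defense response was carried by 2.99% and 6.43% (exact p = 0.133, adjusted p = 0.398). The other 6 terms had an adjusted p of 0.61 or more.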

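Defense response was carried by 20 of the 311 transcripts up under flooding only that were tested in both stresses and have a biological process term, 3.31 times its share in the background (one-sided Fisher's exact test, adjusted p = 0.000101, and from 0.000123 to 0.0194 over the alternatives). Response to auxin, which the paper names for submergence, was carried by 30 (2.68 times, adjusted p = 3.73e-05, and from 3.24e-05 to 0.0335 over the alternatives). Protein phosphorylation was carried by 13 (2.15 times, exact p = 0.00722, adjusted p = 0.15). Ribosome biogenesis, which 29 tested genes have in the deposited annotation, was carried by 1 transcript (0.823 times, exact p = 0.712), with a ratio of 1.04 after median-of-ratios rescaling. Chromatin remodeling was carried by 0, and 14 tested genes have that term. The term regulation of double-strand break repair has 0 genes in the deposited annotation.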

Transcripts unique to flooding with physical flow fell into a wider array of GO terms associated with biological processes, including “defense response”, “ribosome biogenesis”, “regulation of double-strand break repair” and “chromatin remodeling” as well as “protein phosphorylation” (Figure 3C, Tables S7 and S8). In addition, GO terms associated with cellular component and molecular function underscore the roles of modulation of carbohydrate metabolisms, and support the importance of protein phosphorylation, ribosome biogenesis and defense responses (Tables S7 and S8). Furthermore, GO terms associated with pathogen responses and phosphorylation, including “defense response” and “protein phosphorylation”, were also highly represented in transcripts commonly up-regulated in response to submergence and flooding (Table S9).

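Kinase activity was carried by 37 of the transcripts up under flooding only (2.27 times its share in the background, one-sided Fisher's exact test, adjusted p = 9.31e-05). Plasma membrane was carried by 92 of those tested in both stresses (1.54 times, adjusted p = 0.000253).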

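Among the transcripts up under both stresses, 86 terms had an adjusted p under 0.05, and 43 of these were also found for flooding only. Defense response was carried by 29 transcripts of this list (2.54 times its share in the background, one-sided Fisher's exact test, adjusted p = 6.91e-05) and protein phosphorylation by 27 (2.36 times, adjusted p = 0.000554).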

The defense response transcripts specifically up-regulated in response to flooding with physical flow include many encoding R protein, such as Toll-Interleukin-1 Receptor/Nucleotide-Binding Site/Leucine-Rice-Repeat (TIR-NBS-LRR) and Coiled-Coil/Nucleotide-Binding Site/Leucine-Rice-Repeat CC-NBS-LRR class proteins (Tables S3 and S8). These proteins are well known for recognizing pathogen infection and activating downstream responses [44,45]. In addition, Jasmonate ZIM-domain protein (AT3G22275, also known as JAZ13) which is known to function as negative regulator of Jasmonic acid signaling [46], was also highly up-regulated specifically in response to flooding with physical flow. These facts suggest that strict modulation of pathogen defense might be required for the plant responses to flooding with physical flow.

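In the deposited annotation 21 transcripts up under flooding only carry the term defense response, 1 of them (AT4G11170) not tested under submergence, with log2 fold changes under flooding from 0.29 to 2.32. Which of these are R genes was not counted. RPP4 (AT4G16860), RPP5 (AT4G16950) and SNC1 (AT4G16890) are examples of R genes among them, chosen for mention after their values were seen. Their log2 fold changes under flooding were 1.00 for RPP4 (adjusted p = 0.000515), 0.56 for RPP5 (adjusted p = 0.00271) and 0.60 for SNC1 (adjusted p = 0.00375). Under submergence they were 0.43, 0.07 and 0.29 in the same order. In the comparison of flooding with submergence the adjusted p was 0.39 for RPP4 and 0.289 for both RPP5 and SNC1.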

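JAZ13 lies on chromosome 3 of TAIR10 from 7878807 to 7879810. Its FPKM was 0.413 ± 0.373 (SD, n = 3) in the control samples, 0.347 ± 0.157 under submergence and 1.69 ± 0.274 under flooding. Under flooding it rose by a log2 fold change of 2.10 (standard error 0.58, adjusted p = 0.0325 from limma). Against submergence it was 2.06 (standard error 0.37, adjusted p = 0.132), and the 3 flooding samples lay above the 3 submergence samples (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The gene was below the minimum of 0.5 FPKM in the comparison of submergence with control and was not tested there.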

In response to submergence and flooding, 1929 and 2755 transcripts were significantly down-regulated, respectively. 

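By limma, 1590 transcripts were down-regulated under submergence and 3229 under flooding, against 1011 and 2507 with the replicate block. The balance between rises and falls moved with the scaling of the FPKM values. Under flooding 39.8% of the called transcripts were up-regulated with the values as deposited, 53.7% after median-of-ratios rescaling (2643 up and 2280 down) and 36.3% after quantile normalization. Under submergence the share was 51.6% as deposited, 56.8% after rescaling and 41.5% after quantile normalization (1562 up and 2199 down). The median log2 fold change of all tested genes under flooding was -0.10 as deposited and -0.001 after rescaling, so falls under flooding are relative to that shift. The microRNA gene MIR167A fell from 17.4 ± 11.5 FPKM (SD, n = 3) in the control samples to values listed at 0 in every stressed sample. Next were AT1G30250, with log2 fold changes of -4.24 under submergence and -4.84 under flooding, and AT4G38860, with -2.53 and -3.74.

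**Figure D2:**
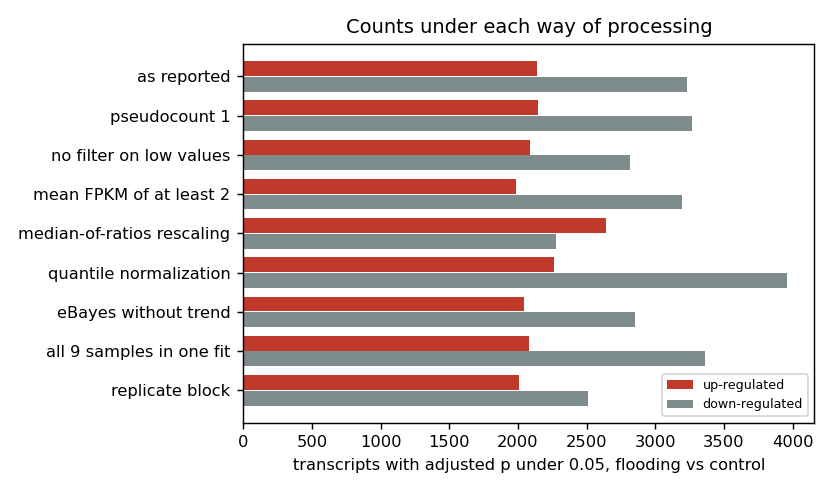
Number of up-regulated (red) and down-regulated (grey) transcripts under flooding, with an adjusted p under 0.05, as reported and under the alternatives named on the axis. Down-regulated transcripts are the larger group in each pair of bars except after median-of-ratios rescaling, with 2643 up and 2280 down. With a fold change of at least 2, which is not drawn, 1201 were up and 456 down.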

Among them, 584 transcripts were uniquely down-regulated during submergence, and 1410 transcripts were exclusive to flooding (Figure S3A, Tables S10–S12). 

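The overlap left 378 transcripts down-regulated under submergence only, 2017 under flooding only and 1212 under both. With the replicate block these counts were 208, 1704 and 803, and after median-of-ratios rescaling the flooding count was 1355. Of the 2017 transcripts, 1893 also had a negative log2 fold change under submergence, and 809 were lower under flooding than under submergence with an unadjusted p under 0.05. Their choice from these same samples favours that difference between the stresses. Of the 378 transcripts, 368 had a negative log2 fold change under flooding.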

Transcripts that are assigned to GO terms associated with functions of the chloroplasts and mitochondria were highly represented in those solely down-regulated by submergence (Tables S13 and S14), suggesting the potential inhibition of photosynthesis and respiration during this stress. 

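Among the transcripts down under submergence only, 40 terms had an adjusted p under 0.05. With the replicate block, which moved this count most among the alternatives set beforehand, there were 8. Chloroplast was carried by 102 of these transcripts, 2.41 times its share in the background (one-sided Fisher's exact test, adjusted p = 3.43e-18). Mitochondrion was carried by 32 (1.495 times, exact p = 0.0126, adjusted p = 0.256, and from 0.0309 to 1 over the alternatives).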

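Among the transcripts down under flooding only, 10 terms had an adjusted p under 0.05, and 0 of them were shared with the transcripts down under submergence only. With all tested genes as the background no term passed, where the background of annotated genes gave 71 terms with an unadjusted p under 0.05. Chloroplast was carried by 169 transcripts down under flooding only, 0.98 times its share in the background (one-sided Fisher's exact test, p = 0.64), and mitochondrion by 89 (1.02 times, p = 0.431). Without flooding replicate 3, in a test chosen after seeing the data, the ratio for chloroplast was 1.44 (adjusted p = 4.12e-10), so the result for this term depends on 1 sample. Among the transcripts down under both stresses, chloroplast was carried by 149 (1.355 times its share in the background, one-sided Fisher's exact test, adjusted p = 0.00319). The term was thus also enriched among transcripts that fell under flooding.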

GO terms represented among the transcripts specifically down-regulated in response to flooding differ from those down-regulated by submergence (Figure S3B, Tables S15 and S16). These transcripts exclusively down-regulated by flooding fell into a wide array of GOs associated with processes such as protein ubiquitination, RNA processing, transcription and transport. In addition, GO terms related to post-translational modifications of proteins as well as ubiquitination and RNA processing were highly represented among the transcripts commonly down-regulated in response to submergence and flooding (Table S17).

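Protein ubiquitination was carried by 12 of the transcripts down under flooding only, 0.895 times its share in the background (one-sided Fisher's exact test, p = 0.701), and RNA processing by 7 (0.783 times, p = 0.803). RNA splicing was carried by 4 (1.12 times, exact p = 0.486) and intracellular protein transport by 6 (1.23 times, p = 0.359). All 4 terms had an adjusted p of 1. After median-of-ratios rescaling the ratio was 1.21 for protein ubiquitination, 0.906 for RNA splicing and 0.999 for intracellular protein transport, so the side of 1 on which they lie depends on the scaling.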

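In the list of transcripts down under both stresses, 14 terms had an adjusted p under 0.05. Protein ubiquitination was carried by 4 of these transcripts (0.479 times its share in the background, one-sided Fisher's exact test, p = 0.971) and RNA processing by 4 (0.719 times, p = 0.816). Without a filter on low values the ratio for RNA processing was 1.04.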

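The gene AT1G50280 (BPH1) lies on chromosome 1 of TAIR10 from 18623698 to 18626441. Its FPKM was 4.78 ± 1.24 (SD, n = 3) in the control samples, 5.09 ± 0.785 under submergence and 3.10 ± 0.828 under flooding. Under flooding it fell by a log2 fold change of 0.61 (standard error 0.24), with an adjusted p of 0.0996 from limma and samples that overlapped those of the controls. Under submergence it was 0.11 (adjusted p = 0.763), and it became -0.05 without control replicate 3. Against submergence the 3 flooding samples were lower without overlap (log2 fold change -0.72, adjusted p = 0.229).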

The transcripts associated with ubiquitination that are specifically down-regulated in response to flooding with physical flow include ones encoding Phototropic-Responsive NPH3 family protein (AT1G50280), also known as BTB/POZ Protein Hypersensitive to ABA 1 (BPH1). This protein inhibits ABA signaling, and its deficiency in *Arabidopsis thaliana* resulted in enhanced drought tolerance [47]. 

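The gene AT1G04360 (ATL1) lies on chromosome 1 from 1167288 to 1169034. Its FPKM was 3.39 ± 1.03 (SD, n = 3) in the control samples, 2.62 ± 0.976 under submergence and 1.38 ± 0.0265 under flooding. Flooding lowered it by a log2 fold change of 1.19 (standard error 0.24, adjusted p = 0.00878 from limma). Under submergence it was -0.39 (adjusted p = 0.48), and the comparison of flooding with submergence gave -0.81 (adjusted p = 0.289).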

The transcript encoding RING/U-box Superfamily Protein (AT1G04360), also known as Arabidopsis Toxicos En Levadura 1 (ATL1), was also down-regulated in response to flooding with physical flow. In a previous study, the overexpression of ATL1 resulted in induction of cell death as well as growth retardation [48]. The down-regulation of these transcripts suggests that mechanisms underlying responses to other stresses need to be modulated in the regulation of plant responses to flooding with physical flow.

Taken together, these results suggest that plants respond to flooding with physical flow via distinct mechanisms from that regulating submergence.

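Across the 18666 genes tested against control in both stresses, the log2 fold changes under submergence and under flooding had a Pearson correlation of 0.88. This is a correlation across genes, which are not independent replicates, and both fold changes use the same control samples, which alone raises it. With submergence set against 1 control sample and flooding against the other 2, in a test added after the values were seen, it was 0.74 to 0.77. Only 3 transcripts were called in opposite directions, and they are named here after their values were seen. ZAT5 rose under submergence (log2 fold change 0.51) and fell under flooding (-0.67), with an adjusted p of 0.132 in the comparison of flooding with submergence. CRK9 fell under submergence (-0.37) and rose under flooding (0.58), with an adjusted p of 0.107. The chloroplast ribosomal RNA gene RRN16S.2 fell under submergence (-0.87) and rose under flooding (1.42), with an adjusted p of 0.133. From the transcripts called in one stress only and their different GO terms, the paper proposes that the mechanisms of the response to flooding with physical flow are distinct from those under submergence.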

### 2.3. Involvement of Defense Mechanisms and Its Regulatory Plant Hormone in the Response of Arabidopsis thaliana to Flooding with Physical Flow

We found that transcripts assigned to GOs “protein phosphorylation”, “defense response” and “ribosome biogenesis” are predominantly up-regulated in response to flooding with physical flow (Figure 3C). Among these, the expression changes in the transcripts related to “defense response” were more pronounced compared to those related to “protein phosphorylation” or “ribosome biogenesis” (Figure 4A). These results suggest that defense response pathways might be crucial for the regulation of plant response to flooding with physical flow. 

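For each transcript up under flooding only, the log2 fold change under flooding was taken by term, leaving out the 1 transcript that carries both defense response and protein phosphorylation. The median was 0.95 for 20 defense response transcripts (range 0.29 to 2.23) and 0.65 for 12 protein phosphorylation transcripts (range 0.29 to 2.46). The difference of 0.30 had a p of 0.466 (permutation of the term labels across genes, 100000 resamples, two-sided). With the replicate block in the model this difference was -0.0013. The term ribosome biogenesis was carried by 1 transcript, RFC3, with a log2 fold change of 0.31, against a median of 0.97 for the 21 defense response transcripts, and 1 transcript allows no useful test. Genes are not independent replicates, so these tests describe this set of transcripts.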

We also examined the overlap between transcripts that were specifically and significantly up-regulated in response to flooding with physical flow or submergence, as identified in this study, and those significantly up-regulated by various plant hormones in previous studies [49,50] (Figure 4B). Such meta-analysis is valuable for efficiently identifying plant hormone signals involved in pathways of interest from transcriptome data [51,52]. Our meta-analysis indicates that the proportion of transcripts responsive to methyl jasmonate (MJ) and salicylic acid (SA), hormones crucial for the defense responses [53], was higher among those up-regulated by flooding with physical flow compared to that in those up-regulated by submergence. These results support the idea that defense response pathways might play important roles in the response of plants to flooding with physical flow. Conversely, the proportion of transcripts responsive to abscisic acid (ABA), 1-aminocyclopropane-1-carboxylic Acid (ET precursor; ACC), brassinosteroids (BL), indole-3-acetic acid (AU; IAA) and gibberellic acid (GA) was lower among those specifically up-regulated by flooding with physical flow compared to those specifically up-regulated by submergence (Figure 4B). Furthermore, our meta-analysis demonstrated that the proportion of transcripts responsive to ABA, ACC, BL, cytokinin (CK) and IAA was higher among those specifically down-regulated by flooding with physical flow compared to those specifically down-regulated by submergence (Figure S4). Conversely, the proportion of transcripts responsive to MJ and SA was lower in those specifically down-regulated by flooding compared to those down-regulated exclusively by submergence. Plant hormones, such as IAA and GA have been well known to promote plant growth [54,55]. Down-regulation of transcripts involved in signaling of these plant hormones could be associated with growth inhibition of plants exposed to flooding accompanied by physical flow.

### 2.4. Up-Regulation of Transcripts Involved in JA or SA Synthesis and ROS Production

To further confirm the involvement of defense response pathways in the responses of plants to flooding with physical flow, we analyzed the expression of transcripts essential for the synthesis of JA and SA in our transcriptome based on the fragments per kilobase of exon per million reads mapped (FPKM). Expression of key transcripts for SA synthesis was up-regulated by both submergence and flooding. 

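Of the 9 SA synthesis transcripts in Figure 5A, 3 were up-regulated under submergence and 5 under flooding by limma, with p adjusted over all tested genes. When p was adjusted over the 9 transcripts alone, 6 passed in each stress. Without the trend in limma's variance model 1 passed under submergence, and without control replicate 2 or 3 the number was 0. The median log2 fold change of the 9 transcripts was 0.59 under submergence and 0.69 under flooding. None was down-regulated, and 2 of the 9 had a negative log2 fold change under flooding.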

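Pal1 had a log2 fold change of 0.59 under submergence (adjusted p = 0.0593 from limma) and 1.02 under flooding (adjusted p = 0.000714). For Pal2 it was 0.63 (adjusted p = 0.0317) and 0.91 (adjusted p = 0.000525), and for Ics1 0.31 (adjusted p = 0.0761) and 0.69 (adjusted p = 0.00218). Eds5, listed as DTX47, had 1.00 (adjusted p = 0.0257) and 1.64 (adjusted p = 0.000676), and Pbs3 had 1.07 (adjusted p = 0.0359) and 1.95 (adjusted p = 0.00261). In the direct comparison of flooding with submergence, the log2 fold change was positive for all 5 transcripts, as it was under every alternative run. It was 0.43 for Pal1 (adjusted p = 0.384), 0.28 for Pal2 (adjusted p = 0.496), 0.38 for Ics1 (adjusted p = 0.185), 0.64 for Eds5 (adjusted p = 0.324) and 0.88 for Pbs3 (adjusted p = 0.261). Of the 5, only Ics1 had flooding samples (14.4 ± 0.801 FPKM, SD, n = 3) that all lay above the submergence samples (11.0 ± 0.615 FPKM, exact permutation test, two-sided p = 0.1, the smallest possible). Between same-numbered samples, flooding was higher in all 3 pairs for Pal1, Pal2, Ics1 and Eds5. For Pbs3 replicate 3 went the other way (7.75 FPKM under flooding, 8.22 under submergence).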

Notably, up-regulation of *Pal1*, *Pal2*, *Ics1*, *Eds5* and *Pbs3* transcripts in response to flooding tended to be more pronounced compared to that in response to submergence (Figure 5A). 

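The FPKM of Lox3 was 10.497 ± 1.25 (SD, n = 3) in the control samples, 48.1 ± 35.4 under submergence and 116 ± 53.1 under flooding. For Aoc3 it was 2.82 ± 0.325, 23.4 ± 13.0 and 44.5 ± 11.9, and for Opr3 106 ± 5.15, 181 ± 103 and 346 ± 148. Lox3 had log2 fold changes under submergence and flooding of 1.96 (adjusted p = 0.024 from limma) and 3.36 (adjusted p = 0.000199). They were 2.87 (adjusted p = 0.0033) and 3.90 (adjusted p = 1.34e-05) for Aoc3. For Opr3 they were 0.62 (adjusted p = 0.286) and 1.61 (adjusted p = 0.00571). Flooding against submergence gave 1.40 for Lox3 (adjusted p = 0.299), 1.03 for Aoc3 (adjusted p = 0.309) and 0.99 for Opr3 (adjusted p = 0.391), and in each of the 3 the flooding and submergence samples overlapped. In each of the 3 the flooding sample was higher in all 3 same-numbered pairs, and with the replicate block the adjusted p was 0.12 for Lox3, 0.179 for Aoc3 and 0.12 for Opr3.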

Similar trend was also observed in the expression of JA synthesis transcripts, *Lox3*, *Aoc3* and *Opr3* (Figure 5B). These results indicate that JA and SA are involved in response of plants to both flooding with physical flow and submergence, but significance of these hormones in the response to flooding with physical flow might be more pronounced. 

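Of the 7 JA synthesis transcripts in Figure 5B, 2 were up-regulated under submergence and 3 under flooding by limma. Adjustment over the 7 transcripts alone again gave 2 and 3. Aoc2 fell under flooding (log2 fold change -0.93, adjusted p = 0.0225) and had -1.32 under submergence (adjusted p = 0.0658). Compared with submergence, all 7 transcripts had a positive log2 fold change under flooding, with a median of 0.60. None of the 9 SA and 7 JA synthesis transcripts passed in that comparison, where 3 and 2 of them had an unadjusted p under 0.05. From the rises in both stresses and their size under flooding, the paper proposes that JA and SA are involved in both responses and that their significance might be more pronounced under flooding.

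**Figure D3:**
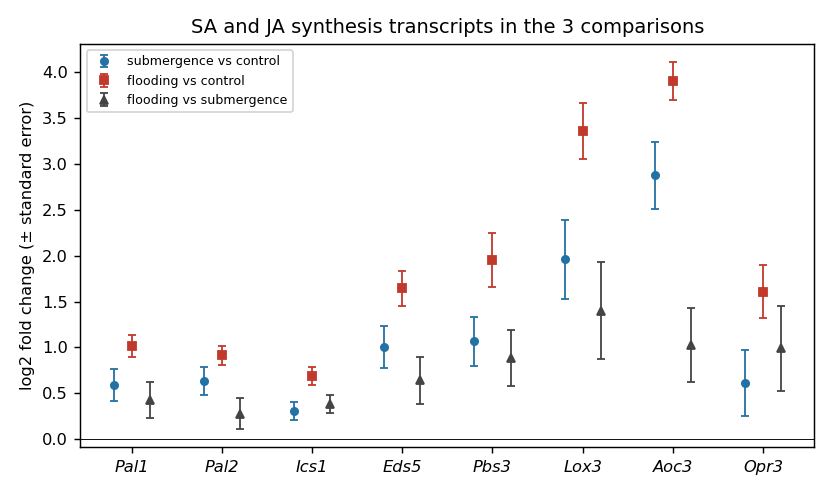
Log2 fold change (y axis, points with the standard error as bars) of 5 SA and 3 JA synthesis transcripts in submergence against control (blue), flooding against control (red) and flooding against submergence (grey), 3 samples per group. The grey points lie above 0 for all 8 transcripts, from 0.28 for Pal2 to 1.40 for Lox3.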

As well as SA and JA, ROS also play pivotal roles in the regulation of defense response pathways. We therefore examined the expression of transcripts encoding Respiratory Burst Oxidase Homologues (RBOHs), ROS producing enzymes, in our transcriptome (Figure 5C). Expression of *RbohC*, *RbohD*, *RbohF* and *RbohG* showed a tendency to be up-regulated in response to both submergence and flooding. 

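Of the 10 Rboh transcripts in Figure 5C, 3 reached the minimum of 0.5 FPKM and were tested. RbohC was low, at 0.373 ± 0.108 FPKM (SD, n = 3) in the control samples, 0.710 ± 0.566 under submergence and 1.47 ± 1.13 under flooding. Its log2 fold change was 0.50 under submergence (standard error 0.63, adjusted p = 0.637 from limma) and 1.51 under flooding (standard error 0.53, adjusted p = 0.0704). RbohG is listed at 0 in all control and submergence samples and averaged 0.00667 FPKM under flooding, so no fold change is given for it. The other 6 transcripts of the family, RbohA, RbohB, RbohE, RbohH, RbohI and RbohJ, stayed below the minimum.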

Especially, expression of *RbohD* was significantly up-regulated in response to both submergence and flooding, with higher expression under flooding. Similarly, significant up-regulation of *RbohF* expression was also observed under flooding. 

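RbohD lies on chromosome 5 of TAIR10 from 19397041 to 19402061. Its FPKM was 24.2 ± 2.28 (SD, n = 3) in the control samples, 70.8 ± 11.1 under submergence and 147 ± 5.97 under flooding. It rose by a log2 fold change of 1.53 under submergence (standard error 0.13, adjusted p = 0.00111 from limma) and 2.60 under flooding (standard error 0.09, adjusted p = 4.45e-06). Flooding exceeded submergence by 1.07 (standard error 0.13, limma's unadjusted p 9.5e-05, adjusted p = 0.107). With p adjusted over the 3 tested Rboh transcripts alone, that difference had a p of 0.000285. Over the alternatives the adjusted p ranged from 0.0328, with all 9 samples in one fit, to 0.2. Every flooding sample lay above every submergence sample (exact permutation test, two-sided p = 0.1, the smallest possible).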

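RbohF, on chromosome 1 from 23769774 to 23776984, had 7.59 ± 0.740 FPKM (SD, n = 3) in the control samples, 15.2 ± 7.24 under submergence and 16.7 ± 2.00 under flooding. It rose by a log2 fold change of 1.12 under flooding (standard error 0.12, adjusted p = 0.00051 from limma) and by 0.88 under submergence (standard error 0.32, adjusted p = 0.109). The difference between flooding and submergence was 0.24 (adjusted p = 0.815) and became -0.11 without submergence replicate 1.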

The roles of RBOHD and RBOHF, as well as SA and JA, in pathogen defense responses of plants have been thoroughly studied [32,33,34,53]. The results of our transcriptome analysis imply that defense responses regulated by the coordination between SA, JA and ROS signaling might play important roles in the response of plants to flooding.

Different transcripts encoding ROS scavenging enzymes are significantly up or down-regulated in response to submergence or flooding with physical flow (Figure S5). 

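Of the 42 ROS scavenging transcripts matched from Figure S5, 37 were tested. Under submergence 0 were up-regulated and 7 down-regulated by limma, and 3 rose with an unadjusted p under 0.05. Under flooding 0 were up-regulated and 6 down-regulated, and 2 rose with an unadjusted p under 0.05. With p adjusted over the 37 transcripts alone, 9 fell under submergence and 2 under flooding. After median-of-ratios rescaling 2 rose and 2 fell under flooding, and after quantile normalization 1 rose and 11 fell. No transcript passed in the comparison of flooding with submergence, where 1 had an unadjusted p under 0.05.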

Four transcripts, *Cu*/*ZnSod1*, *Gr1*, *Gpx2* and *Aox3* were significantly up-regulated specifically in response to flooding with physical flow. In contrast, there are no ROS scavenging transcripts specifically down-regulated under this stress. 

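Under flooding the log2 fold change was 0.22 for Cu/ZnSod1 (standard error 0.13, adjusted p = 0.258 from limma), 0.25 for Gr1 (standard error 0.09, adjusted p = 0.0854), 0.15 for Gpx2 (standard error 0.09, adjusted p = 0.264) and 0.56 for Aox3 (standard error 0.34, adjusted p = 0.266). Under submergence it was 0.01 for Cu/ZnSod1 (-0.01 after quantile normalization), 0.19 for Gr1, 0.16 for Gpx2 and -0.75 for Aox3. After median-of-ratios rescaling, Gr1 (0.35, adjusted p = 0.0103) and Gpx2 (0.25, adjusted p = 0.0355) passed under flooding. Without flooding replicate 3 all 4 passed there, with adjusted p from 0.00488 for Aox3 to 0.043 for Gpx2.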

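By limma, 4 ROS scavenging transcripts had an adjusted p under 0.05 for a fall under flooding and not under submergence. They are Cat1 (log2 fold change -0.29, adjusted p = 0.0363), FeSod1 (-0.49, adjusted p = 0.0277), Gpx6 (-0.29, adjusted p = 0.0348) and Cu/ZnSod3 (-0.40, adjusted p = 0.0142). All 4 were also negative under submergence, where Cat1 had -0.30 (adjusted p = 0.204), FeSod1 -0.20 (adjusted p = 0.176), Gpx6 -0.44 (adjusted p = 0.0582) and Cu/ZnSod3 -0.29 (adjusted p = 0.06). In flooding against submergence their adjusted p was 0.991, 0.401, 0.721 and 0.733, so none is shown to be specific to flooding. Aox1A and Dhar2 fell under both stresses.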

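Under submergence the log2 fold change was -0.29 for Cu/ZnSod3 (adjusted p = 0.06 from limma), -0.45 for Apx1 (adjusted p = 0.0128), -0.33 for ApxS (adjusted p = 0.0286), -0.46 for Mdar2 (adjusted p = 0.0254) and -0.37 for Dhar3 (adjusted p = 0.0276). Under flooding Apx1 had -0.25 (adjusted p = 0.201), ApxS -0.21 (adjusted p = 0.124), Mdar2 -0.30 (adjusted p = 0.217) and Dhar3 -0.28 (adjusted p = 0.0802). After quantile normalization ApxS and Dhar3 also passed under flooding, with adjusted p of 0.028 and 0.0322. MnSod1 was also called under submergence and not under flooding (-0.25, adjusted p = 0.0458). For these 6 transcripts the comparison of flooding with submergence gave adjusted p of 0.565 or more.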

No transcript was up-regulated specifically in response to submergence, while 5 transcripts *Cu*/*ZnSod3*, *Apx1*, *ApxS*, *Mdar2* and *Dhar3* were down-regulated specifically in response to this stress. Therefore, we can speculate that ROS level might be modulated by different mechanisms under submergence and flooding with physical flow.

### 2.5. Up-Regulation of AP2/Ethylene Response Factors in Response to Submergence and Flooding

Previous studies have demonstrated the significance of ET signaling in the response of plants to anoxia including submergence [13]. To investigate if ET signaling is important for the response of plants to flooding with physical flow as well as submergence, we assessed the expression of transcripts encoding AP2/Ethylene Response Factors (ERFs) under submergence and flooding with physical flow (Figure 6). 

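Of the Erf transcripts shown in Figure 6, 40 were matched to a gene of the deposited data, 37 were tested under submergence and 38 under flooding. By limma 26 were up-regulated under submergence and 34 under flooding, and none was down-regulated. With p adjusted over the list alone, 30 and 35 were up-regulated. The median log2 fold change of the tested transcripts was 1.89 under submergence and 2.25 under flooding.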

Among the *Erf* transcripts detected in our transcriptome analyses, the expression of 43 transcripts was significantly up-regulated in response to submergence, flooding or both. Of these, 31 transcripts were up-regulated in response to both submergence and flooding with physical flow. In addition, the expression of many of Erfs tended to be higher in plants exposed to flooding when compared to that in plants exposed to submergence, although ET-responsive transcripts were less represented in those specifically up-regulated during flooding compared to those up-regulated during submergence (Figure 4B). These results suggest that ET signaling plays important roles in the regulation of plant responses to flooding with physical flow as well as submergence. 

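The 26 Erf transcripts up-regulated under submergence were all up-regulated under flooding as well. Compared with submergence, 32 of the 38 tested Erf transcripts had a positive log2 fold change under flooding, with a median of 0.39 and a range from -0.71 to 2.53. None had an adjusted p under 0.05, and 13 rose and 2 fell with an unadjusted p under 0.05. With p adjusted over the list alone, 6 were higher and 1 was lower under flooding.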

Under the conditions we tested, *Rap2.2* transcript, a homolog of rice *Sub1* gene [56], was not up-regulated in either submergence or flooding with physical flow, suggesting that the expression patterns of this transcript might vary depending on intensity or durations of stress.

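Rap2.2 (AT3G14230), on chromosome 3 of TAIR10 from 4737120 to 4739298, had 54.2 ± 3.68 FPKM (SD, n = 3) in the control samples, 57.6 ± 4.21 under submergence and 46.8 ± 8.97 under flooding. The log2 fold change was 0.09 under submergence (standard error 0.09, adjusted p = 0.54 from limma) and -0.23 under flooding (standard error 0.15, adjusted p = 0.296), and the samples overlapped the controls in both.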

### 2.6. Multiple Regression Analysis of Transcripts Involved in ROS Production, SA Synthesis and AU Signals

To investigate the links between rosette diameter and expression of transcripts involved in ROS production (*Rboh*s), SA synthesis and AU signals, we performed multiple regression analysis (Figure 7). In this analysis, rosette growth data were employed as the objective variable and transcript data as the explanatory variable to investigate how the growth data could be explained by the transcript data. The regression coefficient in the multiple regression analysis was used as an indicator of the influence of the growth data. We defined this index as “contribution value”. From the contribution value, we could evaluate the permutation of the transcript data that best explains the growth data. The contribution of each transcript to explaining the growth data under control, flooding with physical flow, and submergence conditions was estimated, and the contribution of each transcript under flooding and submergence conditions was represented in a scatterplot (Figure 7). According to this analysis, the expression of *RbohD* and *RbohC* transcripts, which were highly up-regulated in response to flooding with physical flow, showed a significant contribution to determining rosette diameter under these conditions (Figure 7A). The contribution of the *RbohC* transcript was particularly pronounced under flooding with a high flow rate (8 L/s). The *Aim1* transcript, involved in SA synthesis, exhibited a similar expression pattern to that of the *RbohC* transcript (Figure 7B). In contrast, the expression of the AU response transcript *Arr7* was down-regulated in response to both submergence and flooding with physical flow and demonstrated the highest contribution to determining rosette diameter under flooding with physical flow (Figure 7C).

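In the RNA-Seq data, Aim1 (AT4G29010) had 69.0 ± 4.12 FPKM (SD, n = 3) in the control samples, 61.0 ± 8.83 under submergence and 62.2 ± 5.24 under flooding. The log2 fold change was -0.18 under submergence (adjusted p = 0.319 from limma) and -0.15 under flooding (adjusted p = 0.262), and it was negative under every alternative run.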

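Arr7 (AT1G19050) had 39.4 ± 20.6 FPKM (SD, n = 3) in the control samples, 24.0 ± 12.9 under submergence and 15.0 ± 2.72 under flooding. The log2 fold change was -0.69 under submergence (standard error 0.57, adjusted p = 0.451 from limma) and -1.22 under flooding (standard error 0.43, adjusted p = 0.0705), and the stressed samples overlapped the controls. With the replicate block the fall under flooding had an adjusted p of 0.0331.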

We further investigated the expression of these transcripts that might be highly associated with inhibition of rosette growth in plants exposed to submergence or flooding with physical flow (Figure S6). For this analysis, the plants were subjected to submergence or flooding and sampled independently of RNA-Seq analysis. The expression of *RbohD* and *RbohC* transcripts tended to be up-regulated in response to flooding. Especially, the *RbohC* transcript demonstrated the highest expression in the plants exposed to flooding with a high flow rate (8 L/s). The *Aim1* transcript that is involved in the SA synthesis also exhibited a trend in the expression pattern similar to that of the *RbohC* transcript. In contrast, the expression of the AU response transcript, *Arr7* was down-regulated in response submergence and flooding.

### 2.7. Accumulation of H_2_O_2_ and Malondialdehyde in Plants Exposed to Submergence or Flooding with Physical Flow

The transcriptome data indicated that the modulation of the ROS level might be crucial for plant responses to submergence and flooding with physical flow. To investigate this, we measured H_2_O_2_ accumulation (Figure 8A). The H_2_O_2_ levels tended to increase in response to submergence and flooding with a low flow rate (2 L/s). Notably, a significant difference in H_2_O_2_ accumulation was observed between control plants and those exposed to flooding with a low flow rate. In contrast, plants exposed to flowing with a high flow rate (8 L/s) showed H_2_O_2_ accumulation levels similar to those of the control. To assess ROS-induced damage, we evaluated lipid peroxidation by measuring malondialdehyde (MDA) levels. Unlike H_2_O_2_, the MDA levels significantly decreased in response to submergence and flooding both with low and high flow rates (Figure 8B). In particular, plants exposed to flooding with a low flow rate or submergence showed a marked decrease in MDA levels.

## 3. Discussion

In this study, we demonstrated that flooding with physical flow impacts the rosette diameter of *Arabidopsis thaliana* plants. Notably, plants exposed to faster flow rates had smaller rosette diameters (Figure 2B). Our findings suggest two possibilities. First, flooding with physical flow may result in damage that negatively affects the growth of rosette leaves. Many studies have shown that multiple abiotic factors occurring simultaneously can exacerbate their negative effects on growth (Summarized in [57]). Thus, the combined effects of submergence and physical flow could inhibit leaf growth. Alternatively, smaller rosette leaves might represent an adaptive response to physical flow. Alterations in growth and development are known to be strategies for plants to adapt to abiotic stresses. For example, leaf anatomical changes in response to drought are associated with modulation of physiological processes, such as transpiration and photosynthesis [58]. In addition, altered plant morphology can lower leaf temperature under high-temperature conditions [59]. In our study, we speculate that smaller rosette leaves might help to prevent damage from the “shearing” effects of physical flow. This speculation could be further supported by findings that rosette diameter in plants is associated with the expression of *Rboh* transcripts as well as hormone signaling transcripts (Figure 7). ROS produced by RBOH enzymes are involved in many beneficial processes, including the regulation of growth and responses to biotic and abiotic stresses [31]. Furthermore, the MDA level significantly decreased in response to all stress conditions we tested despite the increase in H_2_O_2_ level under submergence and flooding at a low flow rate (Figure 8). H_2_O_2_ appears to be tightly regulated under these conditions depending on the flow rate. However, under the condition we tested, changes in H_2_O_2_ do not result in oxidative damage to cells. This finding also supports the hypothesis that modulating ROS as signaling molecules is essential for the response of plants to these conditions. Moreover, down-regulation of transcripts associated with signaling of plant hormones that are involved in the regulation of growth, such as auxin, could also be associated with growth inhibition of plants exposed to flooding accompanied by physical flow (Figure 7). Therefore, it is essential to investigate how RBOH-dependent ROS and plant hormone signaling might regulate plant growth under flooding with physical flow. In addition, examining the response of mutants deficient in RBOH enzymes or hormone signaling to flooding with physical flow could provide valuable insights. Although the role of RBOHC in root hair development has been extensively studied [60], its involvement in waterlogging responses has not been addressed. Our results suggest potential new roles for RBOHC in plant stress responses.

While ROS regulation may be associated with the growth response of plants to flooding with physical flow, H_2_O_2_ accumulation is not directly linked to rosette diameter (Figure 2B and Figure 8A). The H_2_O_2_ levels increased in response to submergence and flooding with a low flow rate but remained unchanged under flooding with a high flow rate (Figure 8A). We can speculate that certain ROS scavenging mechanisms are specifically activated by flooding with a high flow rate to finely modulate the ROS accumulation. In this study, we found that several transcripts encoding ROS scavenging enzymes were up-regulated in response to flooding with a high flow rate (Figure S5). It is also plausible that specific ROS-dependent signals, activated in specific tissues/organs, rather than overall ROS accumulation, are key in regulating plant growth responses to flooding with physical flow. Spatial patterns of ROS accumulation and signaling have been shown to be altered by abiotic stresses [61,62]. In addition, it has been suggested that each RBOH plays distinct roles in developmental processes across different tissues and in stress responses [31]. Thus, future studies dissecting ROS accumulation and its regulatory pathways in different individual leaves and the shoot apical meristem may provide valuable insights into the detailed mechanisms of ROS signaling in response to submergence and physical flow. Another possibility is that other signals function together with ROS regulatory systems. In this study, we also demonstrated the potential involvement of pathogen defense mechanisms in the regulation of plant responses to flooding with physical flow (Figure 3C, Figure 4 and Figure 5). *RbohD* and *RbohF* transcripts, as well as those associated with SA and JA signaling, were significantly up-regulated in response to both submergence and flooding with physical flow, with a more pronounced up-regulation under flooding with physical flow (Figure 5). Key players of pathogen defense mechanisms have been implicated in plant responses to waterlogging, as hypoxic conditions caused by waterlogging favor fungal and bacterial pathogens [24,63]. Indeed, it was demonstrated that RBOHD regulates the expression of hypoxia induced genes, and modulation of the H_2_O_2_ level by ET is associated with RBOH functions [35]. Furthermore, SA and JA, which are involved in responses to biotrophic and necrotrophic pathogens, respectively, increase in response to waterlogging [24]. SA promotes apoptosis necessary for aerenchyma formation and adventitious root development in soybeans [24]. JA positively influences waterlogging tolerance by increasing ET concentration in conifers [24] but can also suppress root growth and SA activity in soybeans [24]. Although previous studies demonstrated the involvement of key players of pathogen defense in the response of plants to waterlogging, it should be noted that our study is the first to analyze the mechanisms underlying the response of plants to flooding with “physical flow”. To specifically tailor signals for the adaptation to flooding with physical flow, transcripts involved in pathogen defense specifically up-regulated by this condition (Table S8) might be integrated with SA- and JA-dependent pathways as well as functions of RBOHs. It is therefore crucial to investigate the roles of these flooding-specific transcripts and their integration with major pathogen defense mechanisms. Furthermore, exploring the integration of pathogen defense mechanisms with other signals, such as those associated with protein phosphorylation and ribosome biogenesis (GO terms represented in transcripts up-regulated by flooding with physical flow), would be of significant interest.

Moreover, the integration of Ca^2+^ signaling with RBOH-dependent ROS signaling and pathogen responses has been extensively studied [31,34,38,64]. For instance, both ROS and Ca^2+^ are required for the activation of hypersensitive responses to pathogens, which are accompanied by programmed cell death [64]. Moreover, the binding of Ca^2+^ to EF-hand motifs is crucial for the activation of RBOH proteins, highlighting the tight linkage between Ca^2+^ and ROS signaling [65]. Thus, exploring the integration of Ca^2+^ signaling with the mechanisms underlying plant responses to submergence and flooding with physical flow should be a focus of future studies.

AP2/ERFs are known to play key roles in the regulation of plant responses to biotic and abiotic stresses [66]. 

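By limma, 8 of the 40 matched Erf transcripts were up-regulated under flooding and not called under submergence. One of the 8, Erf025, was not tested under submergence, where its 3 samples lay above the 3 control samples (exact permutation test, two-sided p = 0.1, the smallest possible). Of the transcripts that Figure 6 shows as specific to flooding, 8 were matched, 6 were tested and 4 were up-regulated, namely Erf1B, Erf011, Erf3 and Wri1. In the comparison of flooding with submergence all 6 had a positive log2 fold change, 3 had an unadjusted p under 0.05 and the smallest adjusted p was 0.18, that of Erf1B.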

In this study, we found that 10 AP2/ERFs were specifically up-regulated in response to flooding with physical flow (Figure 6). Among these, the *Erf095* transcript exhibited the highest increase. 

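Erf095 had 0.0800 ± 0.106 FPKM (SD, n = 3) in the control samples, 0.0967 ± 0.0950 under submergence and 0.677 ± 0.522 under flooding. It stayed below the minimum of 0.5 FPKM over the samples compared and was not tested. The 3 flooding samples lay above the 3 submergence samples (exact permutation test, two-sided p = 0.1, the smallest possible). Among the tested transcripts of the flooding group, Erf1B had the largest log2 fold change, at 2.23 (standard error 0.47, adjusted p = 0.0114 from limma).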

A previous study demonstrated that ERF095 positively regulates heat tolerance of Arabidopsis thanliana via activation of Heat Shock Transcription Factor A2 (HSFA2) [67]. 

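Dreb1D (AT5G51990) had 0.0800 ± 0.0400 FPKM (SD, n = 3) in the control samples, 0.123 ± 0.153 under submergence and 0.373 ± 0.255 under flooding. It was below the minimum for testing in all comparisons, so its rise was not tested in the limma fits with that minimum. The 3 flooding samples lay above the 3 control samples (exact permutation test, two-sided p = 0.1, the smallest possible) and overlapped the submergence samples (exact p = 0.3).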

*Dreb1D* also showed dramatic up-regulation in response to flooding with physical flow. DREB1D was shown to inhibit ABA-dependent drought response by negatively regulating Xerico, a stress-responsive RING E ubiquitin ligase [68]. These finding suggest that the AP2/ERF-dependent plant response to flooding with physical flow at least partially overlaps with response mechanisms to other abiotic stresses. In addition, *Erf011* and *Erf8*, which are involved in pathogen defense [69,70], were also specifically up-regulated in response to flooding with physical flow, supporting the significance of pathogen defense mechanisms in response of *Arabidopsis thaliana* to this condition. However, the roles of these 10 AP2/ERFs specifically up-regulated in response to flooding with physical flow in the regulation of plant responses to hypoxia have not been reported, indicating that specific ethylene signaling involving these AP2/ERFs operates under flooding with physical flow. 

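Erf011 (AT3G50260) had 6.22 ± 0.940 FPKM (SD, n = 3) in the control samples, 8.23 ± 3.14 under submergence and 16.2 ± 6.64 under flooding, a log2 fold change of 1.31 under flooding (adjusted p = 0.00922 from limma) and of 0.98 against submergence (adjusted p = 0.303). Erf8 (AT1G53170) had 8.75 ± 0.820 FPKM in the control samples, 8.00 ± 1.03 under submergence and 10.8 ± 0.970 under flooding. Its log2 fold change under flooding was 0.31 (adjusted p = 0.0828), and 0.41 after median-of-ratios rescaling (adjusted p = 0.0389). Against submergence it was 0.44 (adjusted p = 0.228).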

In this study, *Hre1*, also known as *Erf73*, was up-regulated in response to both submergence and flooding with physical flow. It has been demonstrated that RBOHD-dependent regulation of ethylene signaling may be mediated by ERF73 under hypoxia [71]. 

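Hre1 (AT1G72360) had 7.77 ± 1.69 FPKM (SD, n = 3) in the control samples, 22.8 ± 2.56 under submergence and 16.3 ± 0.597 under flooding. The log2 fold change was 1.56 under submergence (adjusted p = 0.00206 from limma) and 1.08 under flooding (adjusted p = 0.0021). Flooding lay below submergence in all samples (log2 fold change -0.48, adjusted p = 0.175).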

The expression of *Erf73* transcript was inhibited in the double mutant of *Arabidopsis thaliana* deficient in RBOHD and Ethylene-Insensitive protein 2 (EIN2) under hypoxia [71]. In addition, *Dreb2A*, a key regulator of abiotic stress responses, was also up-regulated by both stress conditions in this study. 

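Dreb2A (AT5G05410) had 3.57 ± 0.475 FPKM (SD, n = 3) in the control samples, 7.97 ± 4.99 under submergence and 7.38 ± 1.41 under flooding. The log2 fold change was 0.88 under submergence (standard error 0.53, adjusted p = 0.3 from limma) and 1.02 under flooding (standard error 0.17, adjusted p = 0.00449). The rise under flooding passed in 7 of the 8 alternatives that keep all samples, with an adjusted p of up to 0.144. Without submergence replicate 1 the rise under submergence was 1.54 (adjusted p = 0.00195), and the difference between flooding and submergence turned from 0.14 to -0.53.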

While the negative regulator of drought response, *Dreb1D*, was specifically up-regulated in response to flooding with physical flow, the positive regulator of drought, *Dreb2A*, was also up-regulated in response to both flooding with physical flow and submergence. These finding suggest that the AP2/ERF-dependent response of *Arabidopsis thaliana* to flooding with physical flow is intertwined with response mechanisms to drought-related stresses. It would be interesting to explore how AP2/ERF-dependent drought response mechanisms are modulated during flooding with physical flow.

In this study, transcripts associated with GO terms “plasma membrane” and “plant-type cell wall” were highly represented among those up-regulated specifically by flooding with physical flow, as well as those up-regulated specifically by submergence (Tables S6 and S8). 

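Of the 329 transcripts up under flooding only that have a cellular component term, 5 carried plant-type cell wall, 1.14 times its share in the background (one-sided Fisher's exact test, p = 0.449), and the ratio was 0.854 with all 9 samples in one fit. Plasma membrane was carried by 28.2% of the annotated transcripts up under submergence only and by 28.0% of those up under flooding only (two-sided Fisher's exact test, p = 1).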

The significance of mechanisms operating at the plasma membrane or apoplast in the regulation of plant responses to hypoxia has been indicated in previous studies. Plasma membrane proteome analyses in maize roots under hypoxia revealed alterations in redox systems and increased accumulation of aquaporins [72]. Furthermore, Zelinová and colleagues compared two barley cultivars in their response to hypoxia [73]. While the hypoxia-sensitive cultivar showed root growth arrest accompanied by increased lipid peroxidation and cell death, the hypoxia-tolerant cultivar exhibited increased apoplastic nitric oxide in the root tips. Moreover, the redox activity of the root tip was maintained at a higher level in the tolerant cultivar compared to the sensitive one under prolonged hypoxia. These findings underscore the integration between mechanisms operating in the plasma membrane and redox regulatory systems. Building upon these findings and our results, it can be speculated that to adapt to flooding with physical flow, mechanisms operating in the plasma membrane or apoplast might integrate with ROS signals regulated by RBOH proteins, which are localized in the plasma membrane [31], as well as pathogen defense mechanisms specifically activated by flooding with physical flow. However, it should be noted that previous studies primarily focused on roots, highlighting the need to investigate how membrane-associated mechanisms integrate with pathogen defense mechanisms and ROS regulatory systems in shoots under flooding with physical flow. In a recent study, it has been demonstrated that waterlogging can activate long-distance signaling regulated by RBOHD-dependent ROS [39]. This propagation of long-distance signaling is known to be associated with the functions of plasmodesmata proteins [74]. Therefore, integration between signals activated in apoplast, plasma membrane and plasmodesmata could also be of interest for future studies.

This study represents the first exploration of plant responses to flooding with physical flow. We revealed the potential involvement of pathogen defense mechanisms, regulated by RBOH-dependent ROS, as well as JA and SA, in regulating plant responses to flooding with physical flow. As this research topic is still in its initial stages, further studies, including analyses of mutants deficient in RBOHs, SA signaling, or AU signaling, are necessary to elucidate the detailed mechanisms underlying plant responses to flooding with physical flow. In addition, future studies should analyze other parameters such as pathogen resistance. It would also be valuable to investigate how flooding with physical flow affects the growth and physiological processes of other plant species and different Arabidopsis accessions.

This study suggests a new type of interdisciplinary research between plant biology and engineering. Further advances could open new avenues for research focusing on the social impacts of flooding from both biological and engineering perspectives.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Wild-type (WT) *Arabidopsis thaliana* (ecotype Columbia-0) was grown on a peat pellet under controlled conditions: 21–24 °C, a 16 h light cycle, 50 µmol m^−2^s^−1^, and approximately 50–70% humidity on the steel shelf equipped with light bulbs. The plants were watered with tap water. Despite the absence of nutrient supplementation during growth, no growth retardation or symptoms of nutrient deficiency were observed (Figure S7). In this study, healthy plants of uniform size were selected for the experiments.

### 4.2. Stress Treatment and Measurement of Growth Parameters

Ten *Arabidopsis thaliana* plants grown on peat pellet for approximately 4 weeks were fixed by using metal anchors on the open water channel measuring 50 cm in width and 10 m in length, which can artificially create water flow in one direction (Figure 1 and Figure S1). In this system, water inflow was applied from one side, with an equal amount of outflow from the opposite side. The flow rate was monitored by flow velocimeters with propeller of 1 cm diameter. We adjusted the flow rate to 2 L/s and 8 L/s, which is equivalent to 5 cm/s and 30 cm/s, respectively. To modulate the water depth, the weir height at the downstream end of the water channel was adjusted (Figure 1B and Figure S1D,E). In addition, the plants were also subjected to submergence in water with 10 cm depth without physical flow in parallel in a plastic container. Following the exposure to these stresses for 30 min, the number of leaves and rosette diameter were scored from 1 day following the application of stresses. The length of inflorescent stem was measured from 6th day following the application of stresses.

### 4.3. RNA-Seq Analysis and Quantitative Real-Time PCR

Total RNA was extracted by using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) from three independent biological replicates, each pooled from fresh rosette of 10 plants that were frozen in liquid nitrogen immediately after the sampling. RNA purification, RNA sequence library preparation, sequencing, mapping, and gene expression analysis were performed by K.K. DNAFORM (Yokohama, Kanagawa, Japan). The qualities of total RNA were assessed by Bioanalyzer (Agilent) to ensure that RIN (RNA integrity number) was over 7.0. After poly(A) + RNA enrichment by NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA), double-stranded cDNA libraries (RNA-seq libraries) were prepared using SMARTer stranded RNA-Seq kit v2 (Clontech, Mountain View, CA, USA) according to the manufacturer’s instructions. RNA-seq libraries were sequenced using paired end reads (50 nt of read1 and 25 nt of read2) on a NextSeq 500 instrument (Illumina, San Diego, CA, USA). The raw reads obtained were trimmed and quality-filtered using the Trim Galore! (version 0.4.4), Trimmomatic (version 0.36), and cutadapt (version 1.16) software. Trimmed reads were then mapped to the Arabidopsis_thaliana TAIR10.49 using STAR (version 2.7.2b). Reads on annotated genes were counted using featureCounts (version 1.6.1). FPKM values were calculated from mapped reads by normalizing to total counts and transcript. Differentially expressed genes were detected using the DESeq2 package (version 1.20.0). The list of differentially expressed genes detected by DESeq2 (basemean > 5 and *p*-adj < 0.05) was used for GO enrichment analysis, as described below. The data of the transcriptome analysis were uploaded to Gene Expression Omnibus (Accession number: GSE268967). First-strand complementary DNA (cDNA) was produced after DNAseI treatment from 1 mg of total RNA with M-MuLV reverse transcriptase (New England Biolabs). The accumulation of transcripts was analyzed by quantitative real-time polymerase chain reaction (qPCR) with the Quant Studio 3 system (Thermo Fisher Scientific, Waltham, MA, USA) and Thunderbird qPCR Master Mix (Toyobo, Tokyo, Japan). Threshold cycle values for target genes were calculated with the cycle threshold of Ef1-α as an internal control. The primer pairs used for qPCR are shown in Table S1.

### 4.4. Measurement of H_2_O_2_ and MDA Contents

H_2_O_2_ measurement was performed using Amplex Red reagent Red (Molecular Probes, Invitrogen, Waltham, MA, USA, http://www.invitrogen.com/ (accessed on 31 October 2024)), as previously described [75]. Malondialdehyde (MDA) was measured as previously described using an extinction coefficient for MDA of 155 mM^−1^cm^−1^ [75].

### 4.5. Database and Statistical Analyses

Transcripts significantly up- or down-regulated in response to submergence or flooding with physical flow were analyzed by the Gene Ontology (GO) database, DAVID (https://david.ncifcrf.gov/tools.jsp, accessed on 30 August 2023). The overlaps between transcripts significantly up-regulated in response to each of the different stresses and those up-regulated in response to different plant hormones [49,50] were determined as previously described [51]. Differences were discriminated by a one-tailed Student’s *t*-test. Multiple regression analysis was performed using the Python package “statsmodels”. The version of python is 3.9.

## Figures and Tables

**Figure 1:**
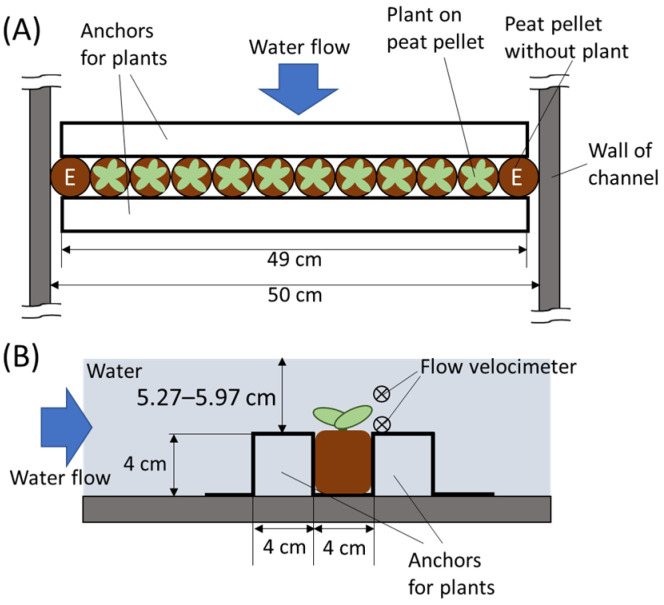
Schematic design of the channel to treat plants with flooding. (**A**) Top view, (**B**) side view.

**Figure 2:**
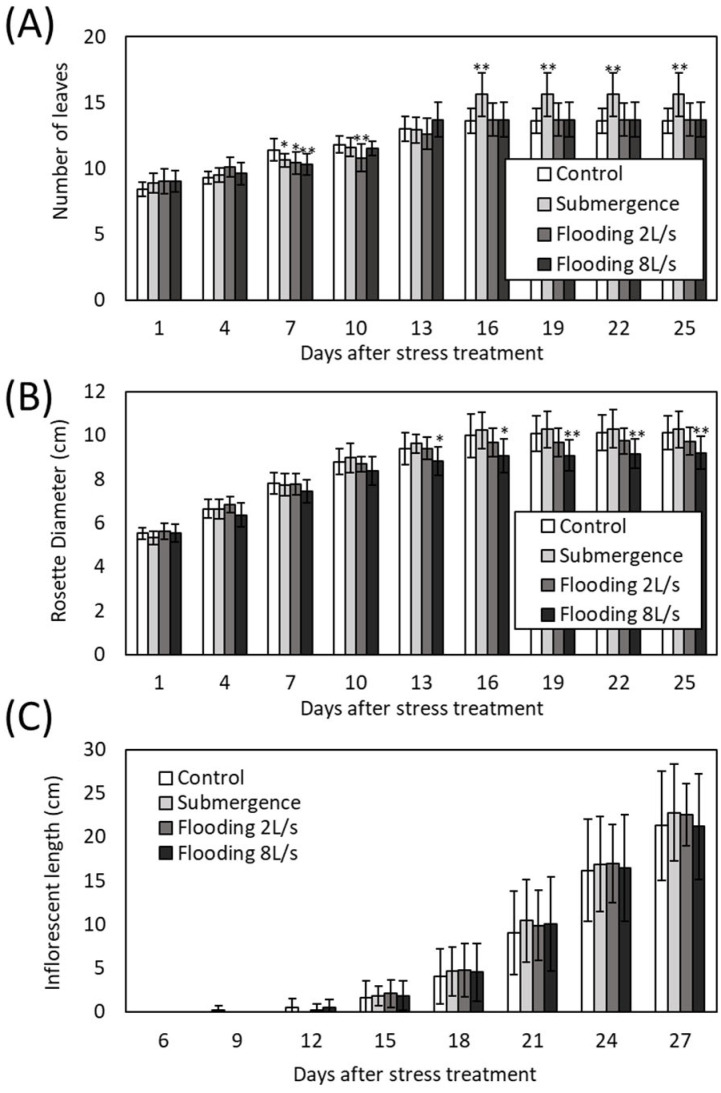
Growth characteristics of plants subjected to submergence or flooding with physical flow. (**A**) Number of leaves, (**B**) plant diameter and (**C**) inflorescent length. Error bars indicate standard deviation (*n* = 9–10). * and **: Student’s *t*-test significantly different at *p* < 0.05 and *p* < 0.01, respectively (compared to control).

**Figure 3:**
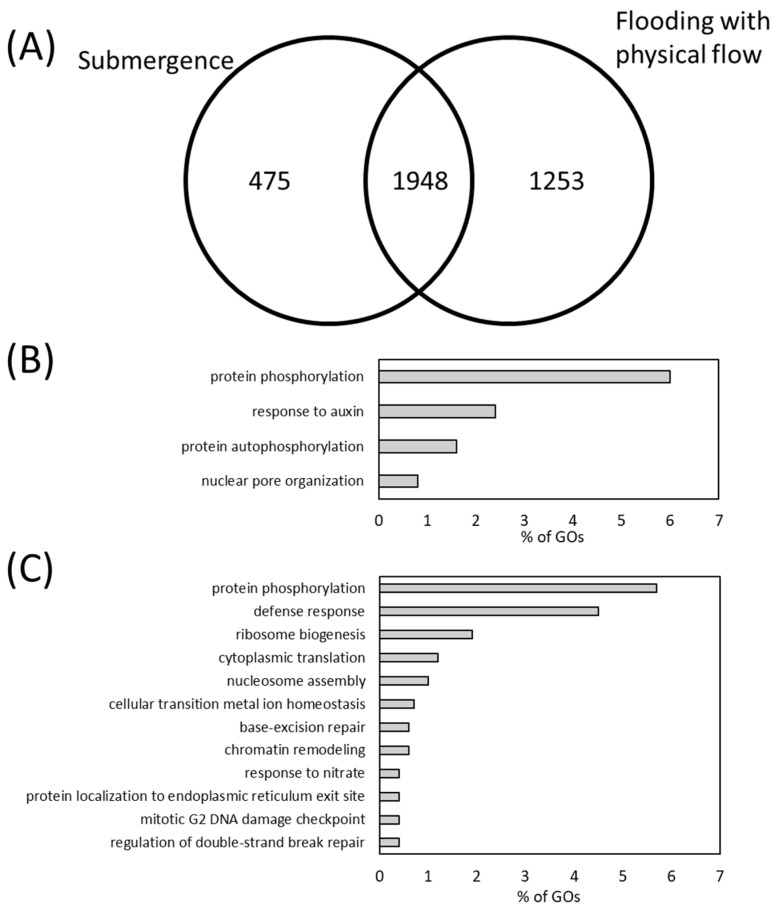
Characteristics of transcripts up-regulated in response to flooding with physical flow. (**A**) Venn diagram showing the overlap between transcripts up-regulated in response to submergence or flooding with physical flow. (**B**,**C**) Gene Ontology (GO) terms of “biological processes” represented in transcripts specifically up-regulated in response to submergence (**B**) or flooding with physical flow (**C**).

**Figure 4:**
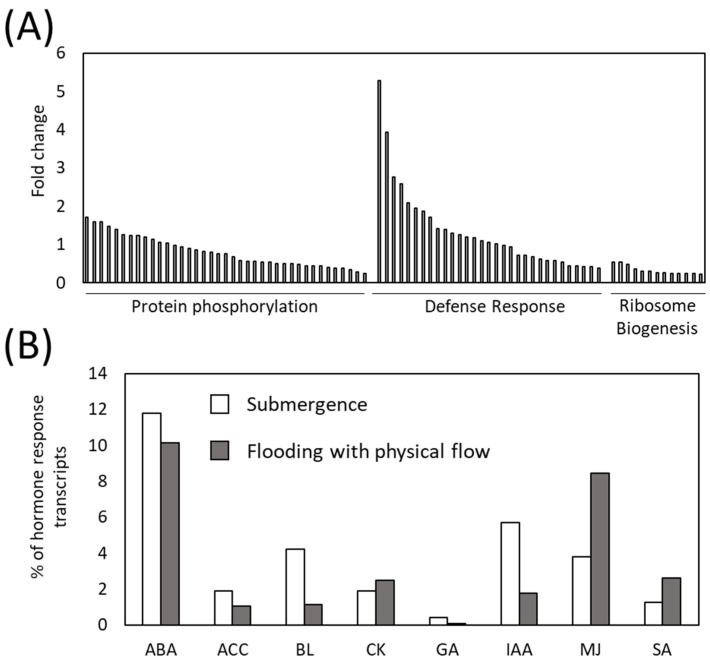
Involvement of pathogen defense pathways in response of plants to flooding with physical flow. (**A**) Fold change of transcripts belong to Gene Ontologies (GOs) that are highly represented in the transcripts specifically up-regulated in response to flooding with physical flow. (**B**) Proportion of hormone response transcripts among the transcripts specifically up-regulated in response to submergence or flooding with physical flow. ABA: abscisic acid, ACC: 1-aminocyclopropane-1-carboxylate, BL: brassinosteroids, CK: Cytokinin, GA: gibberellic acid, IAA: indole-3-acetic acid, MJ: methyl jasmonate, SA: salicylic acid.

**Figure 5:**
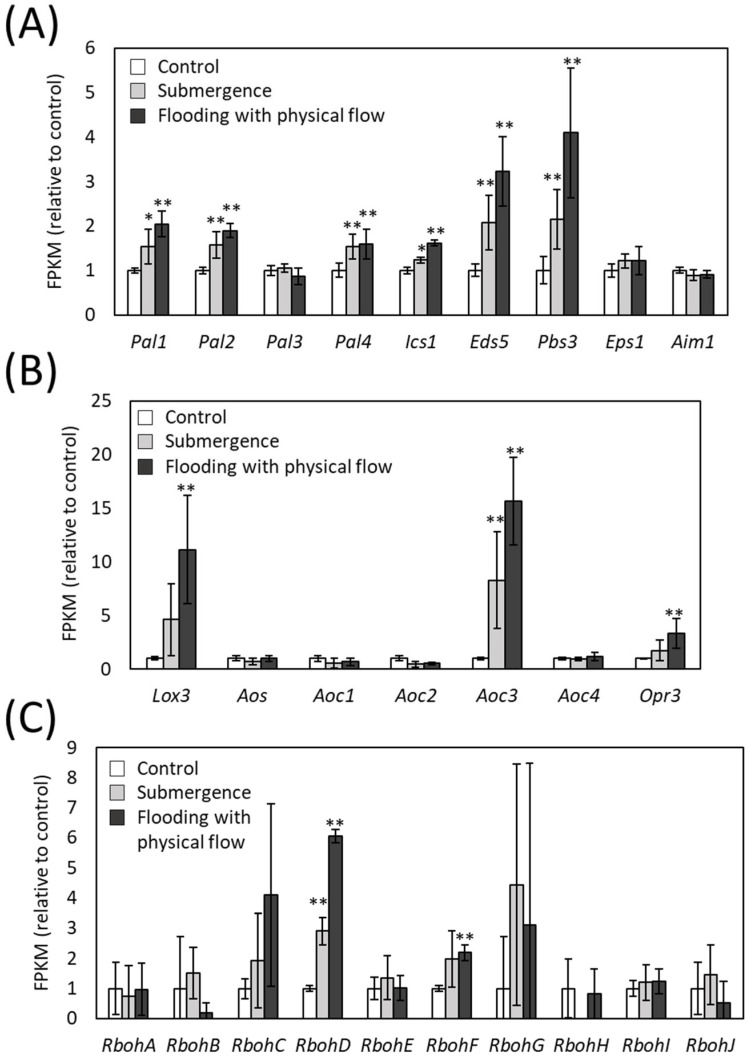
FPKM of transcripts involved in Salicylic acid (SA) synthesis (**A**), Jasmonic acid (JA) synthesis (**B**) or ROS production (**C**). Values relative to control are indicated. Error bars indicate standard deviation (*n* = 3). * and **: Student’s *t*-test significantly different at *p* < 0.05 and *p* < 0.01, respectively (compared to control).

**Figure 6:**
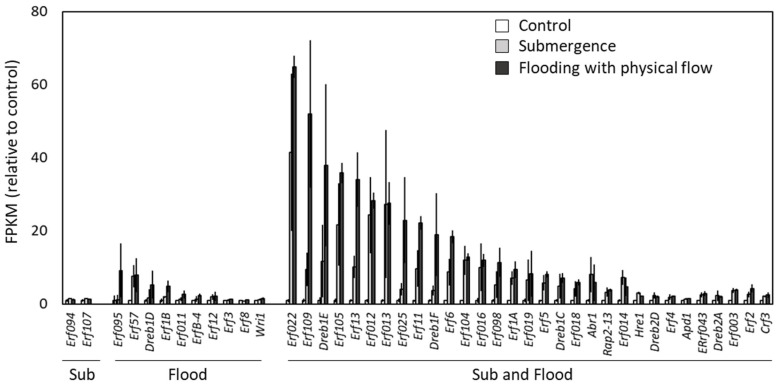
FPKM of transcripts encoding ERFs. Values relative to control are indicated. Error bars indicate standard deviation (*n* = 3). Transcripts were categorized into three groups; Sub: significantly up-regulated specifically in response to submergence, Flood: significantly up-regulated specifically in response to flooding with physical flow, Sub and Flood: significantly up-regulated in response to both stresses.

**Figure 7:**
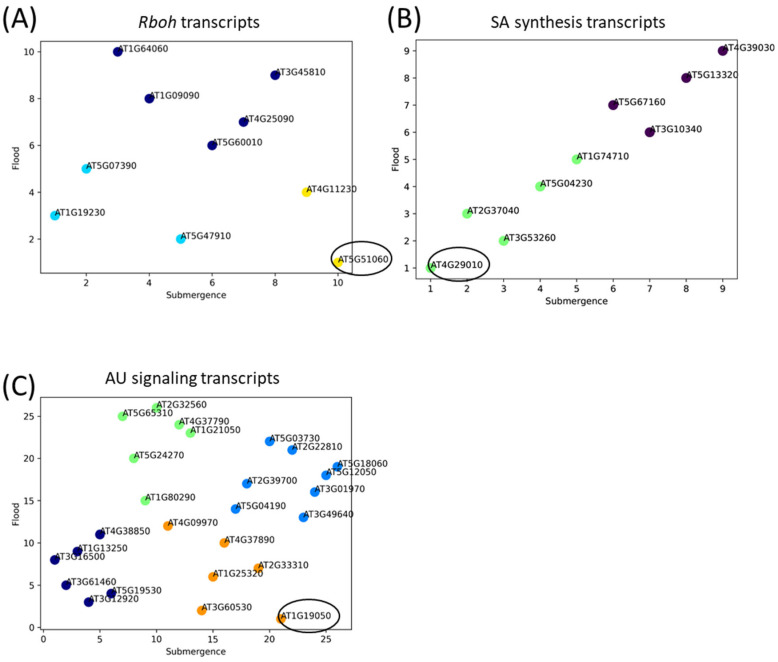
Multiple regression analysis of transcripts involved in ROS production ((**A**) *Rboh*s), SA (salicylic acid) synthesis (**B**) and AU (auxin) signaling (**C**). Circles indicate the transcript that showed the highest contribution to the determination of rosette diameter under flooding with physical flow. In this figure, the *X*- and *Y*-axis values indicate the ranking of transcripts that contribute to the effects on rosette diameter, with lower numbers indicating a higher contribution.

**Figure 8:**
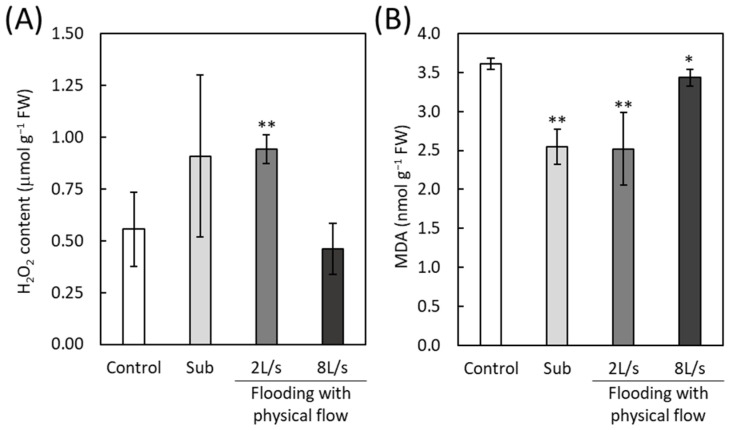
Accumulation of H_2_O_2_ (**A**) and MDA (**B**) in plants exposed to submergence (Sub) or flooding with different flow rates. Error bars indicate standard deviation (*n* = 3). * and **: Student’s *t*-test significantly different at *p* < 0.05 and *p* < 0.01, respectively (*n* = 3, compared to control).

## Data Availability

Other data will be made available on request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants13243508/s1, Figure S1: The channel used in this study. (A,B) Appearance of the channel from side (A) and top (B). (C) Inside of the channel. (D) side and (E) top view of plants treated with flooding, which allow us to indicate the direction of water flow; Figure S2: MA-plot visualizing the differentially expressed transcripts between control and submergence (A) or control and flooding (B); Figure S3: Characteristics of transcripts down-regulated in response to flooding with physical flow. (A) Venn diagram showing the overlap between transcripts down-regulated in response to submergence or flooding. (B) GO terms of biological processes represented in transcripts specifically down-regulated in response to flooding; Figure S4: Representation of hormone response transcripts among the transcripts specifically down-regulated in response to submergence or flooding; Figure S5: FPKM of transcripts encoding ROS scavenging enzymes. Values relative to control are indicated. Bars indicate standard deviation (*n* = 3). Transcripts significantly up- or down-regulated in response to submergence, flooding with physical flow or both are indicated in the table (lower panel); Figure S6: Expression of transcripts involved in ROS production, SA synthesis and AU signaling in plants exposed to submergence and flooding with different flow rates. Ctrl: Control, Sub: Submergence; Figure S7: Four-week-old *Arabidopsis thaliana* plants used for the experiments; Table S1: Mapping information of RNA-Seq analysis; Table S2: Transcripts specifically up-regulated in response to submergence; Table S3: Transcripts specifically up-regulated in response to flooding with physical flow; Table S4: Transcripts commonly up-regulated in response to submergence and flooding with physical flow; Table S5: GO terms significantly represented in the transcripts that were specifically up-regulated in response to submergence; Table S6: Transcripts that are assigned to GOs listed in Table S5; Table S7: GO terms significantly represented in the transcripts that were specifically up-regulated in response to flooding with physical flow; Table S8: Transcripts belong to GOs listed in Table S7; Table S9: GO terms significantly represented in the transcripts that were commonly up-regulated in response to submergence and flooding with physical flow; Table S10: Transcripts specifically down-regulated in response to submergence; Table S11: Transcripts specifically down-regulated in response to flooding with physical flow; Table S12: Transcripts commonly down-regulated in response to submergence and flooding with physical flow; Table S13: GO terms significantly represented in the transcripts that were specifically down-regulated in response to submergence; Table S14: Transcripts belong to GOs listed in Table S13; Table S15: GO terms significantly represented in the transcripts that were specifically down-regulated in response to flooding with physical flow; Table S16: Transcripts belong to GOs listed in Table S15; Table S17: GO terms significantly represented in the transcripts that were commonly down-regulated in response to submergence and flooding with physical flow; Table S18: Primers used for qRT-PCR analysis.

# Supplementary material for: Response of Arabidopsis thaliana to Flooding with Physical Flow
**Source:** Plants (Basel). 2024 Dec 16;13(24):3508. doi: 10.3390/plants13243508
**Supplement:** Supplementary file 1

## Slide 1
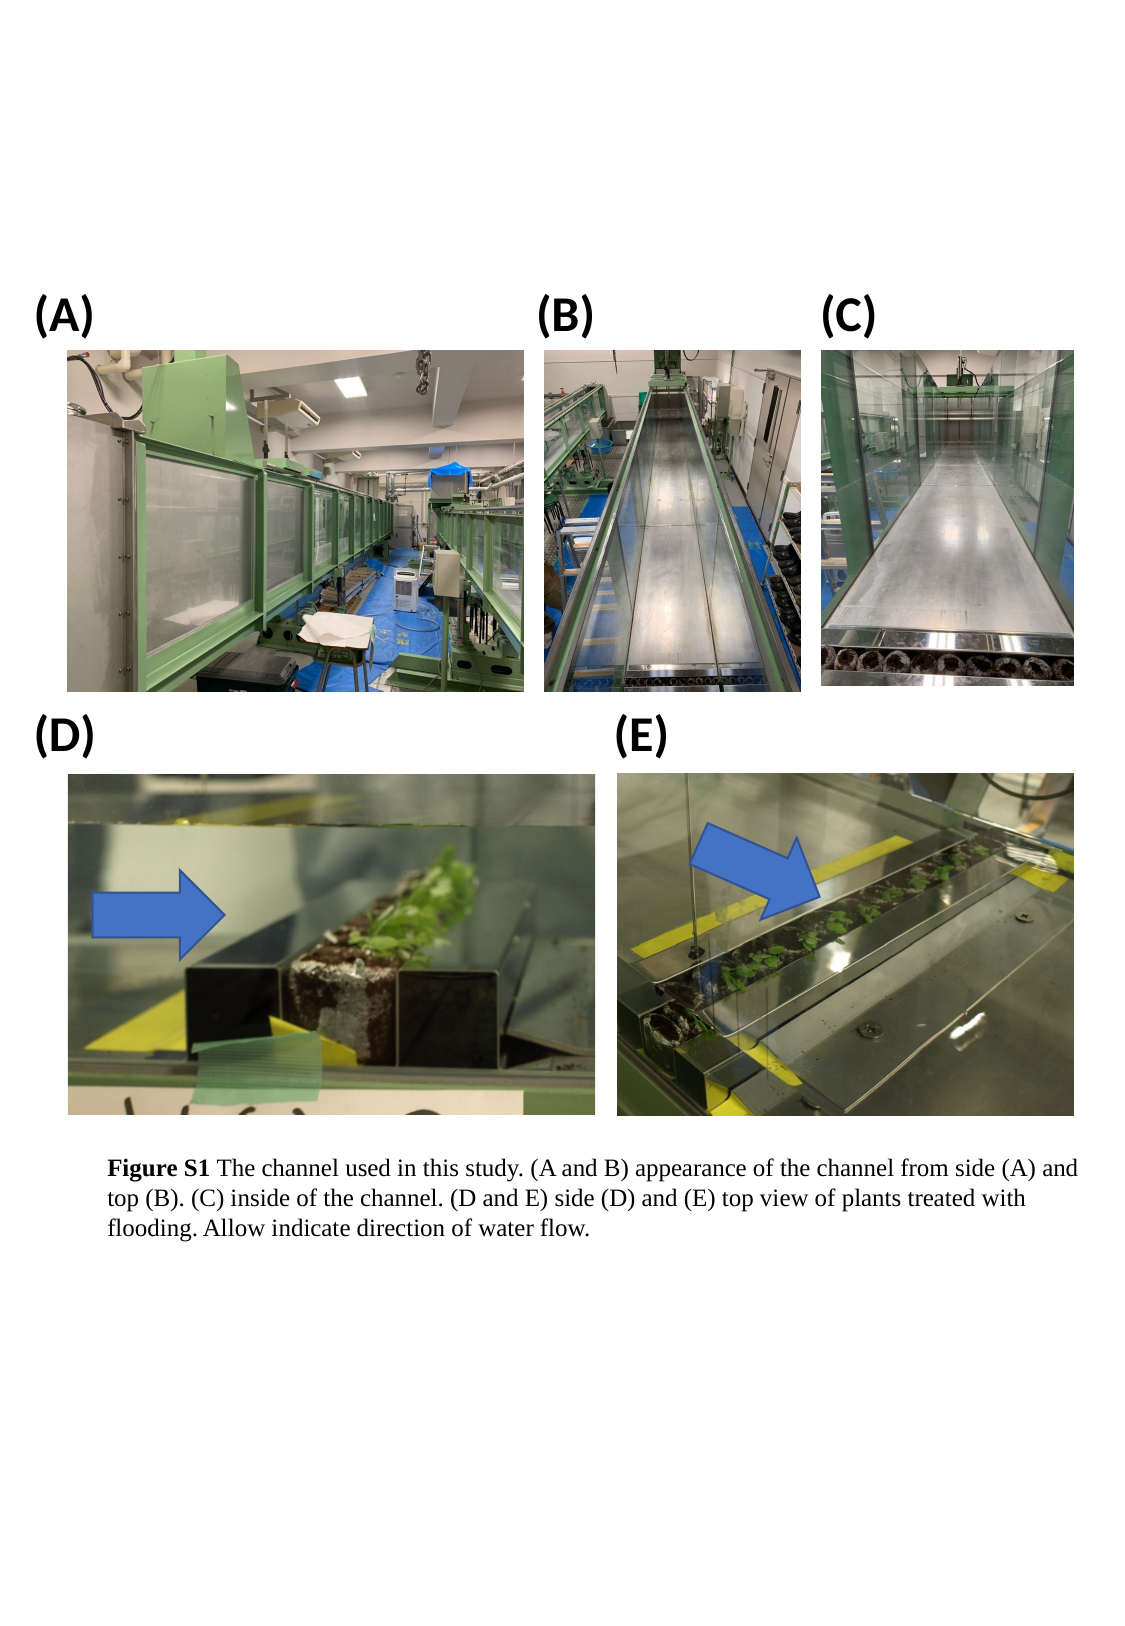

(B) (C)
(D) (E)
Figure S1 The channel used in this study. (A and B) appearance of the channel from side (A) and top (B). (C) inside of the channel. (D and E) side (D) and (E) top view of plants treated with flooding. Allow indicate direction of water flow.

## Slide 2
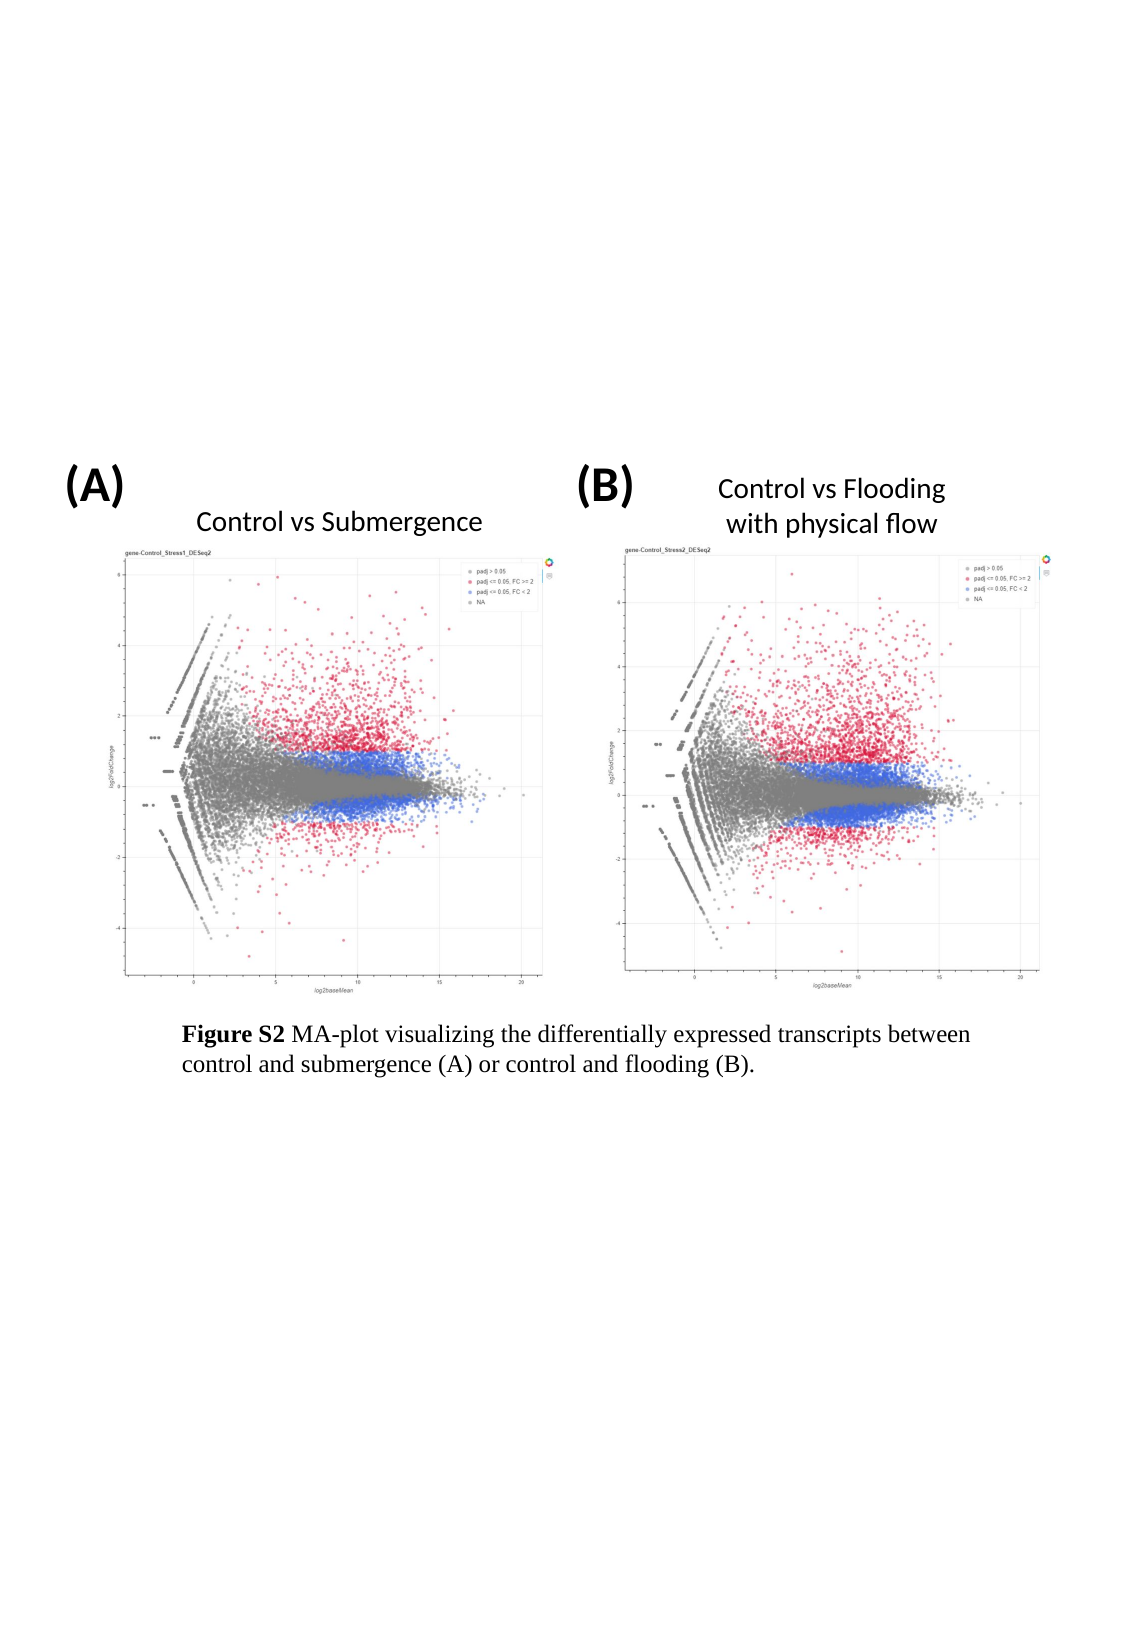

(A) (B)
Control vs Flooding with physical flow
Control vs Submergence
Figure S2 MA-plot visualizing the differentially expressed transcripts between control and submergence (A) or control and flooding (B).

## Slide 3
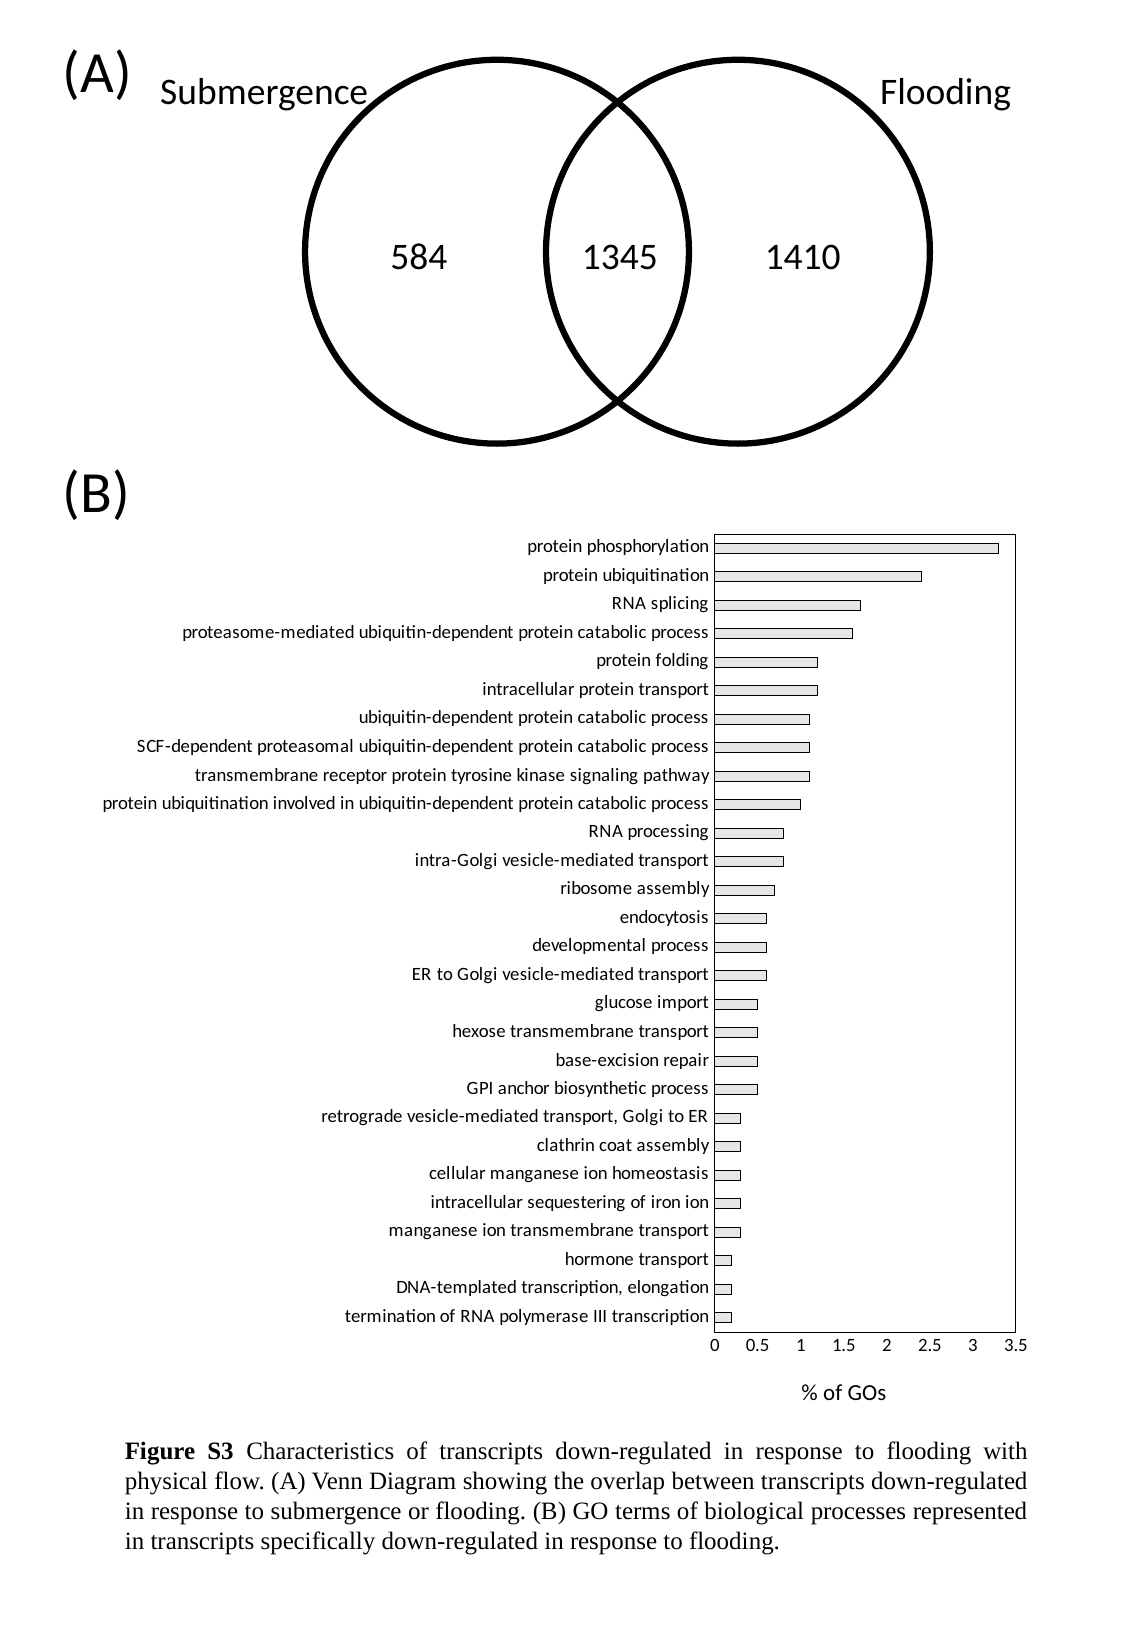

(A)
(B)
Submergence
Flooding
584
1345
1410
### Chart
| Category | |
|---|---|
| termination of RNA polymerase III transcription | 0.2 |
| DNA-templated transcription, elongation | 0.2 |
| hormone transport | 0.2 |
| manganese ion transmembrane transport | 0.3 |
| intracellular sequestering of iron ion | 0.3 |
| cellular manganese ion homeostasis | 0.3 |
| clathrin coat assembly | 0.3 |
| retrograde vesicle-mediated transport, Golgi to ER | 0.3 |
| GPI anchor biosynthetic process | 0.5 |
| base-excision repair | 0.5 |
| hexose transmembrane transport | 0.5 |
| glucose import | 0.5 |
| ER to Golgi vesicle-mediated transport | 0.6 |
| developmental process | 0.6 |
| endocytosis | 0.6 |
| ribosome assembly | 0.7 |
| intra-Golgi vesicle-mediated transport | 0.8 |
| RNA processing | 0.8 |
| protein ubiquitination involved in ubiquitin-dependent protein catabolic process | 1.0 |
| transmembrane receptor protein tyrosine kinase signaling pathway | 1.1 |
| SCF-dependent proteasomal ubiquitin-dependent protein catabolic process | 1.1 |
| ubiquitin-dependent protein catabolic process | 1.1 |
| intracellular protein transport | 1.2 |
| protein folding | 1.2 |
| proteasome-mediated ubiquitin-dependent protein catabolic process | 1.6 |
| RNA splicing | 1.7 |
| protein ubiquitination | 2.4 |
| protein phosphorylation | 3.3 |% of GOs
Figure S3 Characteristics of transcripts down-regulated in response to flooding with physical flow. (A) Venn Diagram showing the overlap between transcripts down-regulated in response to submergence or flooding. (B) GO terms of biological processes represented in transcripts specifically down-regulated in response to flooding.

## Slide 4
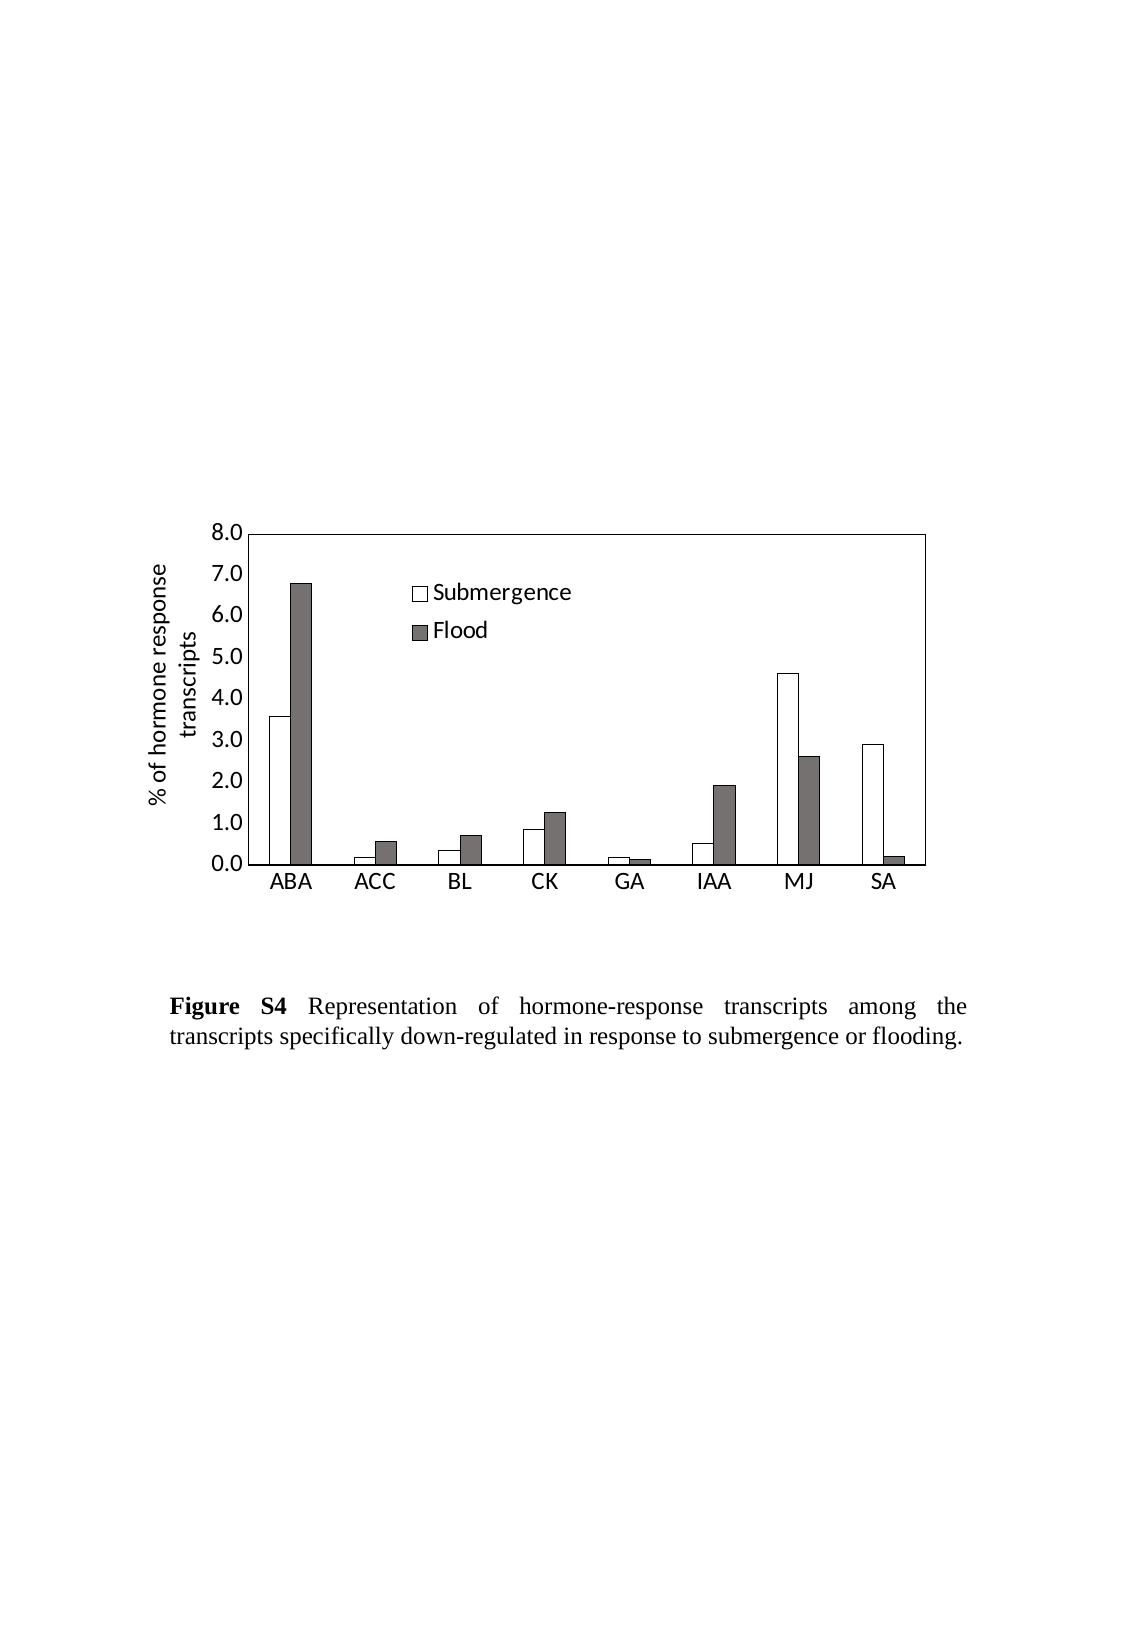

### Chart
| Category | Submergence | Flood |
|---|---|---|
| ABA | 3.595890410958904 | 6.808510638297872 |
| ACC | 0.17123287671232876 | 0.5673758865248227 |
| BL | 0.3424657534246575 | 0.7092198581560284 |
| CK | 0.8561643835616438 | 1.276595744680851 |
| GA | 0.17123287671232876 | 0.14184397163120568 |
| IAA | 0.5136986301369862 | 1.9148936170212765 |
| MJ | 4.623287671232877 | 2.624113475177305 |
| SA | 2.910958904109589 | 0.2127659574468085 |% of hormone response transcripts
Figure S4 Representation of hormone-response transcripts among the transcripts specifically down-regulated in response to submergence or flooding.

## Slide 5
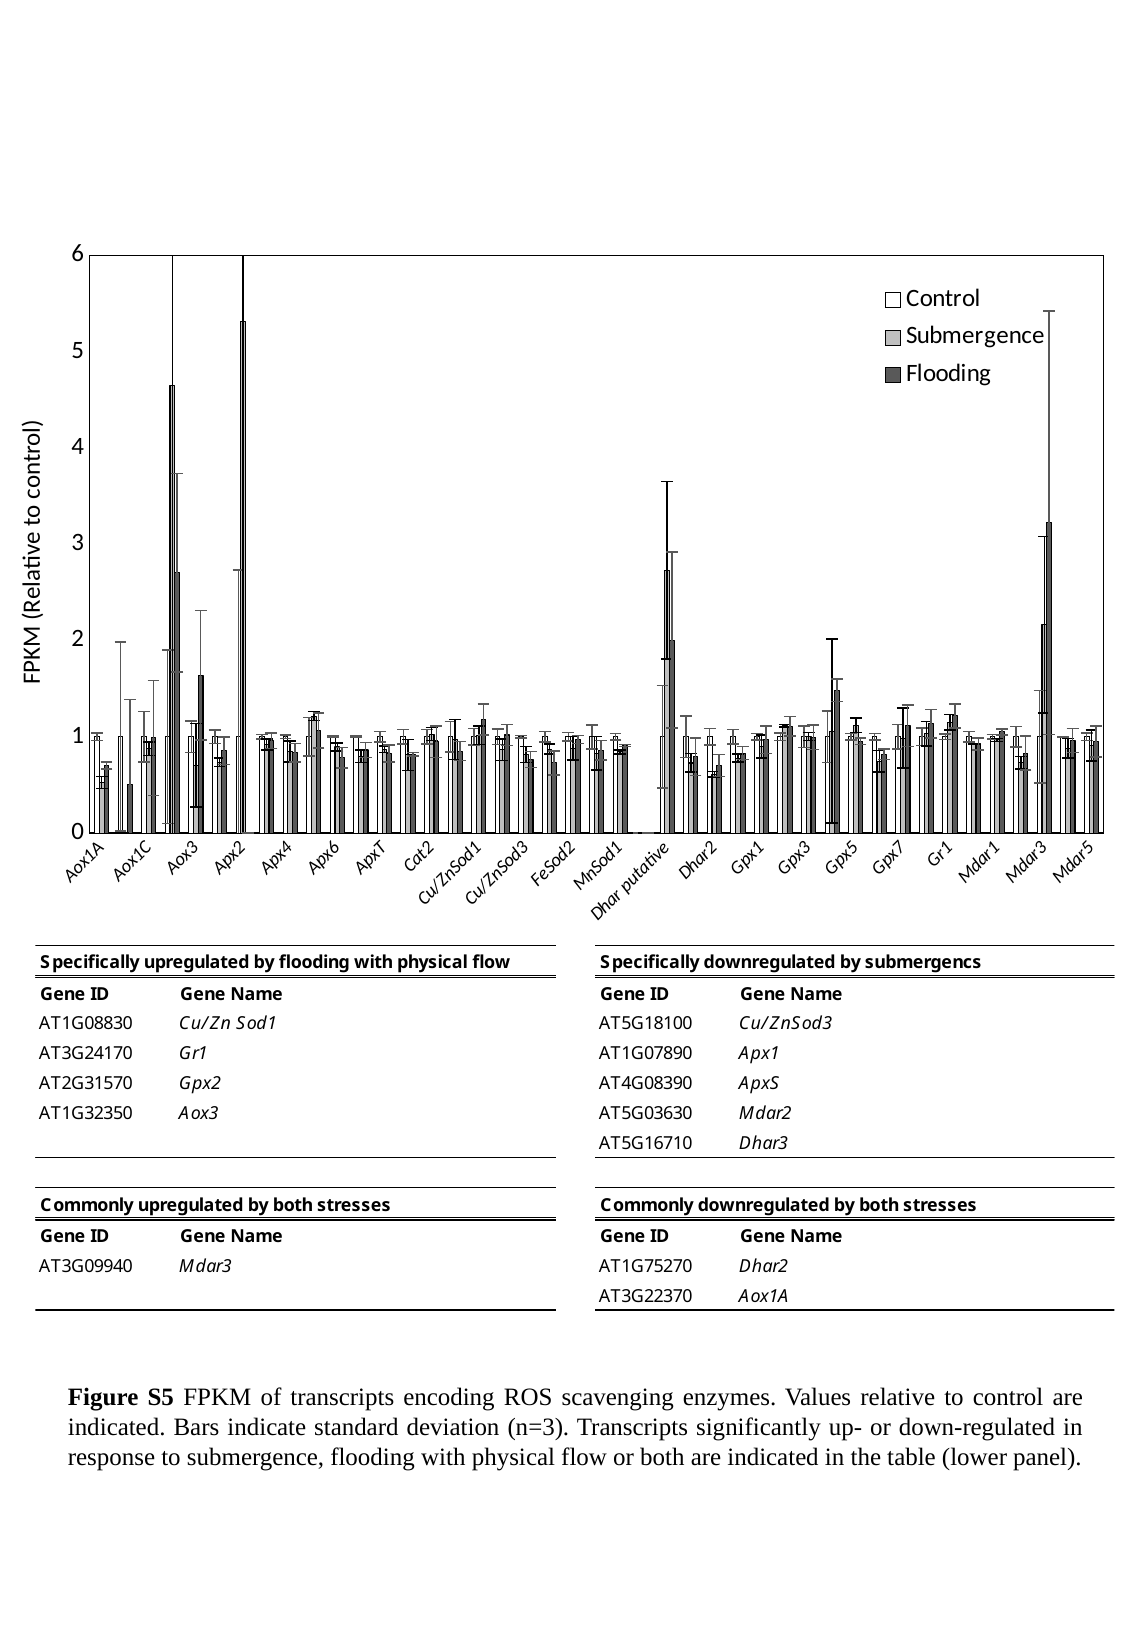

### Chart
| Category | Control | Submergence | Flooding |
|---|---|---|---|
| Aox1A | 1.0 | 0.5229790369433027 | 0.7024406158086579 |
| Aox1B | 1.0 | 0.0 | 0.5085844156588374 |
| Aox1C | 1.0000000000000002 | 0.8757957961252664 | 0.9872886705289985 |
| Aox2 | 1.0 | 4.654022196246866 | 2.7051204380415093 |
| Aox3 | 0.9999999999999999 | 0.7048738018074944 | 1.6378920365448038 |
| Apx1 | 1.0000000000000002 | 0.7365904899027954 | 0.8552639191370558 |
| Apx2 | 1.0 | 5.318355264387675 | 0.0 |
| Apx3 | 0.9999999999999999 | 0.9200511277792138 | 0.9593475594832266 |
| Apx4 | 1.0000000000000002 | 0.8455487117653878 | 0.8341559391893544 |
| Apx5 | 1.0 | 1.213365735144636 | 1.0631504697139778 |
| Apx6 | 1.0 | 0.8937973532254168 | 0.7826012808983093 |
| ApxS | 1.0 | 0.7961694243412523 | 0.8625893442380826 |
| ApxT | 0.9999999999999999 | 0.8706510895182609 | 0.8251911270329826 |
| Cat1 | 1.0 | 0.8109501417769923 | 0.8165789679438569 |
| Cat2 | 0.9999999999999999 | 1.0277345806851872 | 0.9474735790032085 |
| Cat3 | 1.0 | 0.9722088222180508 | 0.8514105849309176 |
| Cu/ZnSod1 | 1.0 | 1.015896738650085 | 1.179643248603252 |
| Cu/ZnSod2 | 1.0 | 0.8637699437766367 | 1.0180785098825715 |
| Cu/ZnSod3 | 1.0 | 0.8154820845595903 | 0.7630297368379998 |
| FeSod1 | 1.0 | 0.870917559077514 | 0.727941147727052 |
| FeSod2 | 1.0 | 0.8796027141061397 | 0.9720123205289662 |
| FeSod3 | 1.0 | 0.8299778614591345 | 0.8604231052515345 |
| MnSod1 | 1.0 | 0.8438062625524901 | 0.9103305939000962 |
| MnSod2 | 0.0 | 0.0 | 0.0 |
| Dhar putative | 1.0 | 2.7305935813908935 | 2.004646601265306 |
| Dhar1 | 1.0000000000000002 | 0.7275455644525651 | 0.7924514468473274 |
| Dhar2 | 1.0 | 0.6110211835393923 | 0.7031174024510651 |
| Dhar3 | 1.0 | 0.7779370699254993 | 0.8296623381780411 |
| Gpx1 | 1.0 | 0.897411986056689 | 0.9701648541081719 |
| Gpx2 | 1.0 | 1.1140104918903175 | 1.110213676885705 |
| Gpx3 | 1.0000000000000002 | 1.0015637605158343 | 0.9939444153954944 |
| Gpx4 | 1.0 | 1.0583037293997262 | 1.481851801951277 |
| Gpx5 | 1.0 | 1.1201494414345536 | 0.9527250756750104 |
| Gpx6 | 1.0 | 0.7451364540890433 | 0.819112040048493 |
| Gpx7 | 1.0 | 0.9865047418590734 | 1.1147238502390948 |
| Gpx8 | 1.0 | 1.0303258496772505 | 1.1330543415251058 |
| Gr1 | 1.0 | 1.1501645675813383 | 1.2166187907211052 |
| Gr2 | 1.0 | 0.9250129348550195 | 0.9270112032859715 |
| Mdar1 | 1.0 | 0.9665578466092546 | 1.0504403388831638 |
| Mdar2 | 0.9999999999999999 | 0.7304028646768064 | 0.8304824123409524 |
| Mdar3 | 1.0 | 2.1620464923785927 | 3.2239296127333392 |
| Mdar4 | 1.0 | 0.8806629855123523 | 0.9608557140212204 |
| Mdar5 | 1.0000000000000002 | 0.9086679789935194 | 0.9491133267174812 |FPKM (Relative to control)
Figure S5 FPKM of transcripts encoding ROS scavenging enzymes. Values relative to control are indicated. Bars indicate standard deviation (n=3). Transcripts significantly up- or down-regulated in response to submergence, flooding with physical flow or both are indicated in the table (lower panel).

## Slide 6
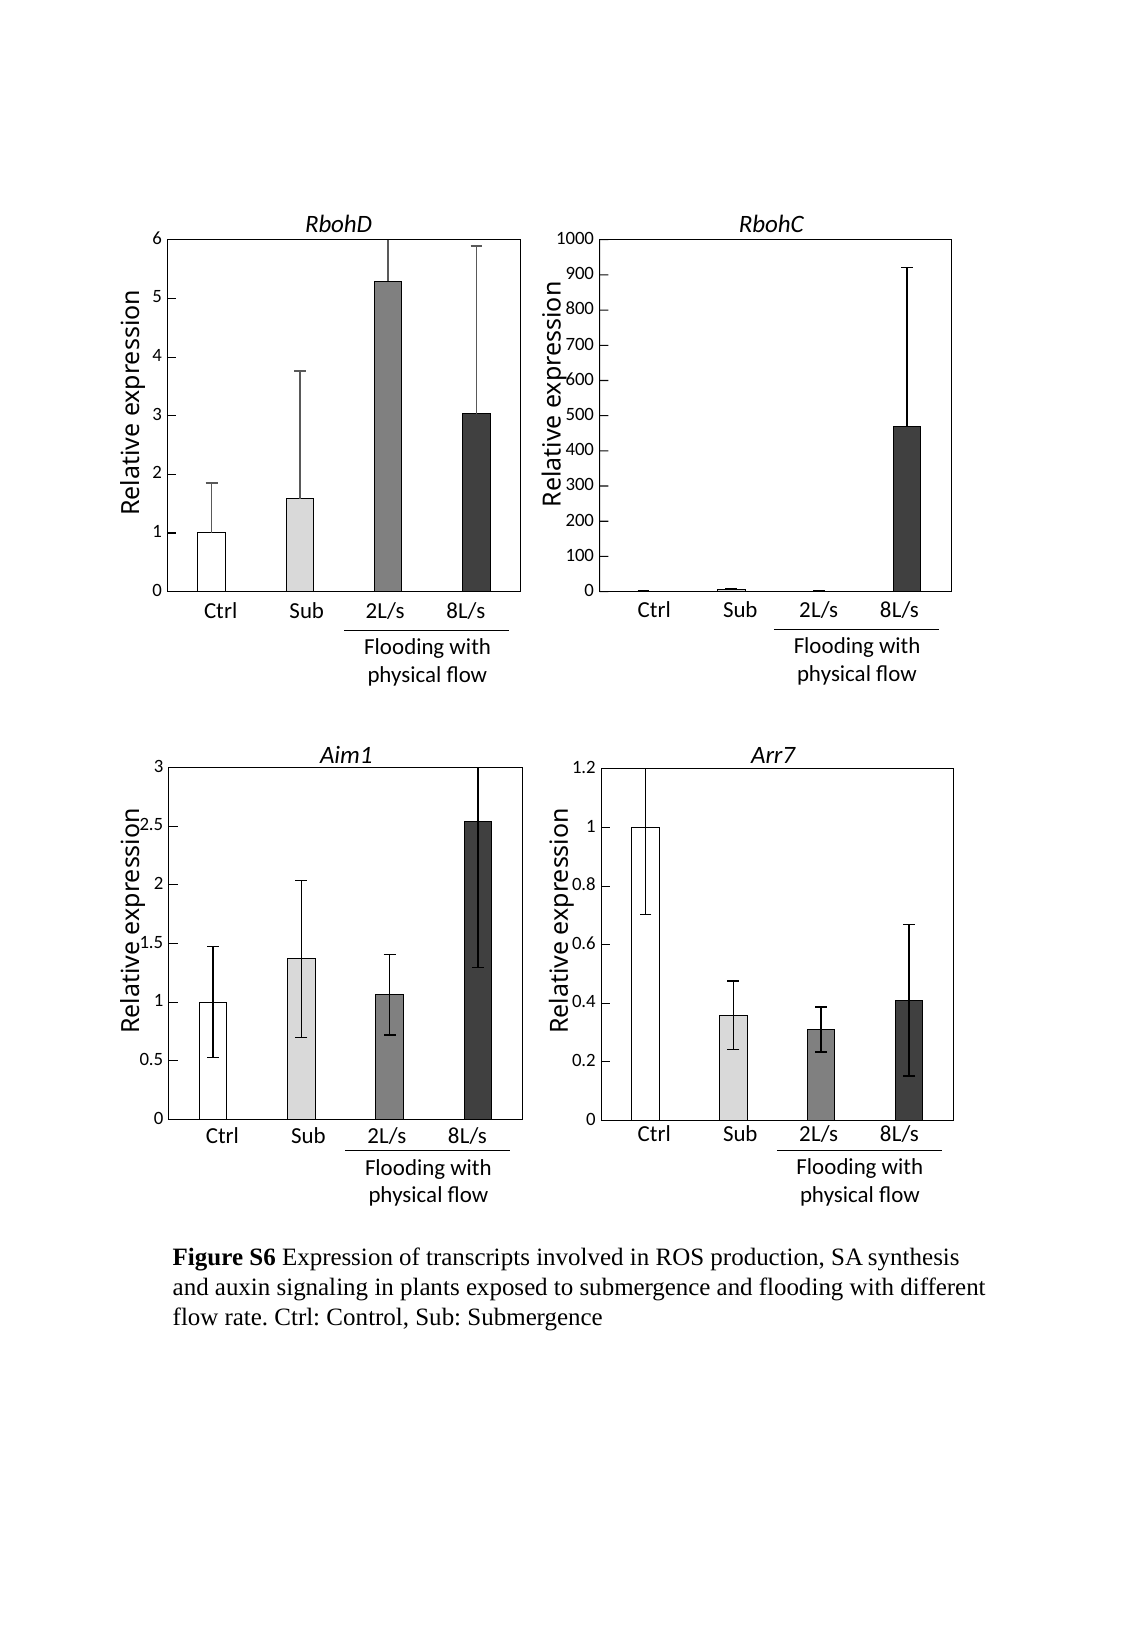

RbohD
RbohC
### Chart
| Category | |
|---|---|
| Ctrl | 1.0 |
| Sub | 5.052817261248372 |
| 2L/s | 1.2130248469453764 |
| 8L/s | 468.687825350605 |
### Chart
| Category | |
|---|---|
| contorol | 1.0 |
| 0 | 1.5869061047709818 |
| 2 | 5.291849142824844 |
| 7.9 | 3.0373929677747094 |Relative expression
Relative expression
Ctrl Sub 2L/s 8L/s
Ctrl Sub 2L/s 8L/s
Flooding with physical flow
Flooding with physical flow
Aim1
Arr7
### Chart
| Category | |
|---|---|
| Ctrl | 1.0 |
| Sub | 1.3677469455214373 |
| 2L/s | 1.0636260670561237 |
| 8L/s | 2.5391998542137797 |
### Chart
| Category | |
|---|---|
| Ctrl | 1.0 |
| Sub | 0.35852469051711533 |
| 2L/s | 0.3103153243712705 |
| 8L/s | 0.4108946167326401 |Relative expression
Relative expression
Ctrl Sub 2L/s 8L/s
Ctrl Sub 2L/s 8L/s
Flooding with physical flow
Flooding with physical flow
Figure S6 Expression of transcripts involved in ROS production, SA synthesis and auxin signaling in plants exposed to submergence and flooding with different flow rate. Ctrl: Control, Sub: Submergence

## Slide 7
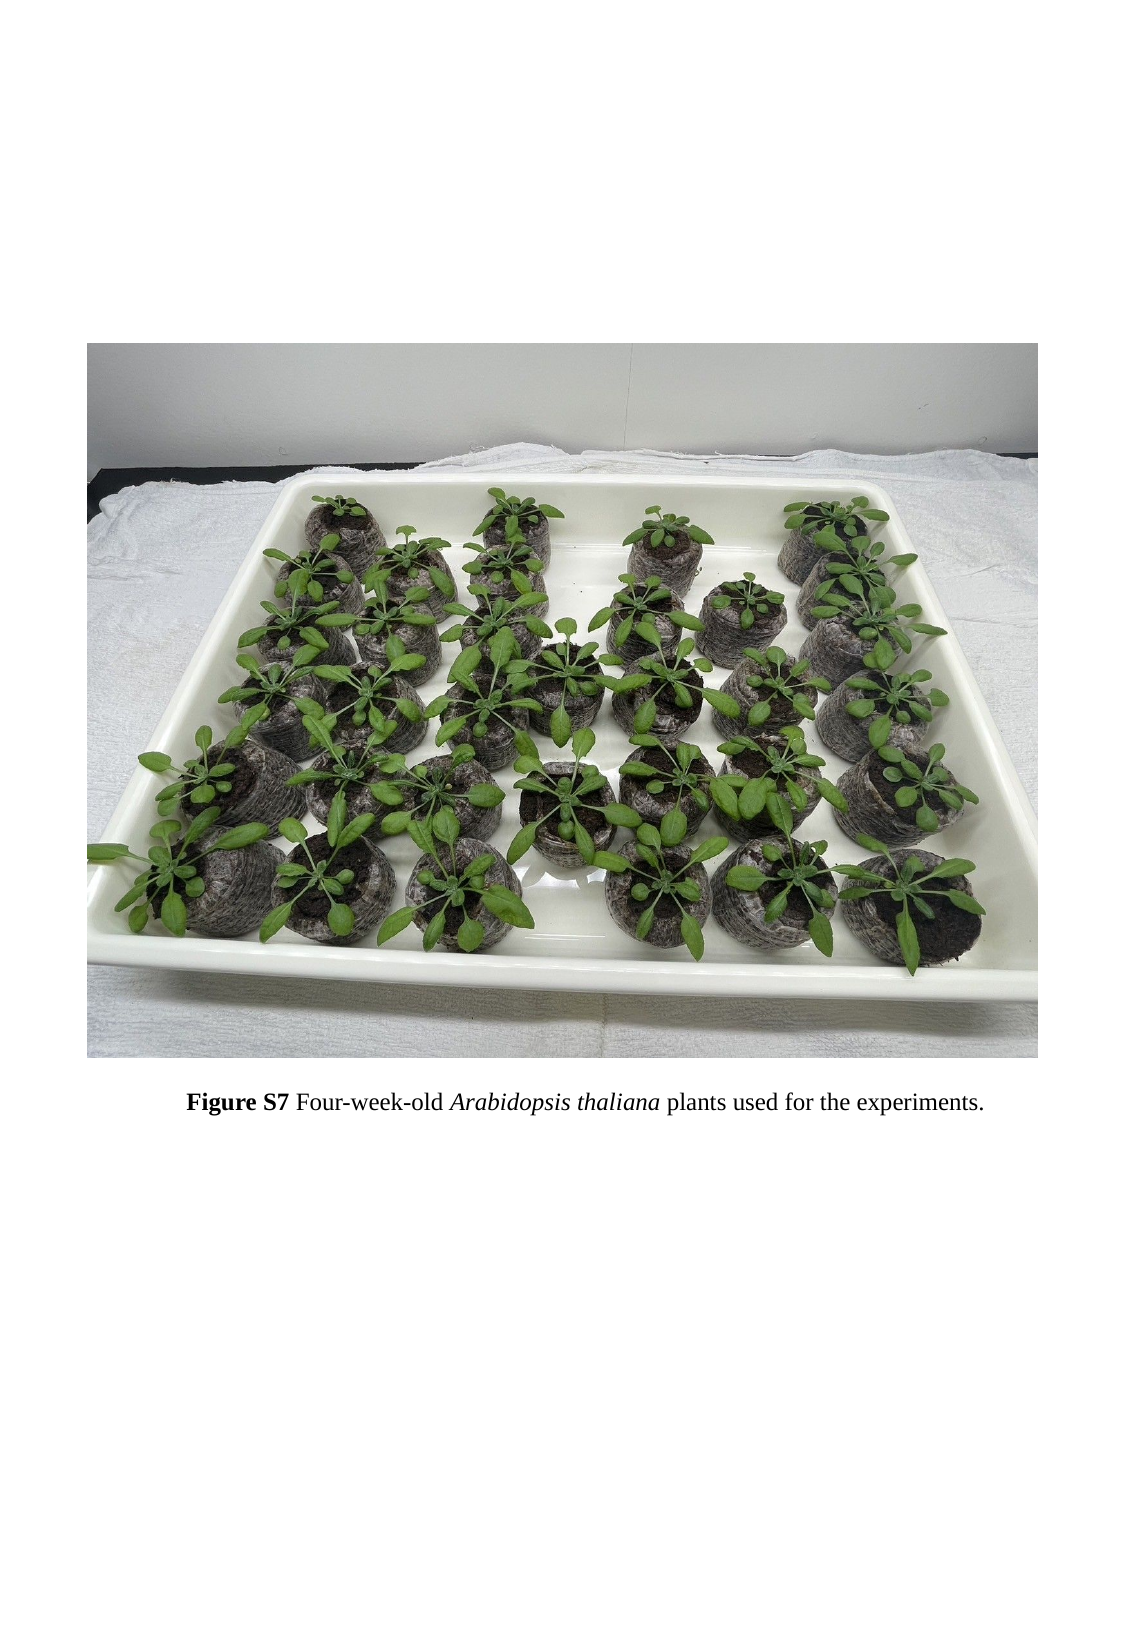

Figure S7 Four-week-old Arabidopsis thaliana plants used for the experiments.

How the deposited data were processed for this re-analysis (not part of the article)

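Expression was measured by RNA-Seq in 9 samples in 3 groups of 3 samples, namely control, submergence, and flooding with physical flow, with 10 plants pooled per sample. The authors trimmed the reads, mapped them to TAIR10 with STAR, counted reads on genes with featureCounts and tested the counts with DESeq2, one stress at a time against the control. The FPKM values were made by the authors from the mapped reads by normalization to total counts and transcript length, and are deposited with 2 decimals and 1 column per sample. The deposited Length column gives the genomic span of each gene in bp and was read only for matching. Read counts were not used here, so the alternative tests planned on counts were not run. The name under which the FPKM were deposited refers to another counting tool than the paper's methods do, and which of them made the values was left open.

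Group membership was taken from the sample labels, which also number the samples 1 to 3 within each group. The deposited FPKM columns of the stressed samples do not name the stress. They were assigned to submergence and flooding from the panel headings of the paper's Figure S2, and to replicates by the digit in their names. Under this assignment 4 of 82 relative FPKM values of Figure S5 differed from the paper's, all of transcripts with low FPKM. The paper's text was searched and does not state whether samples with the same number were handled together, so the replicate number entered only as an alternative (replicate block).

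FPKM were used without further scaling. Each of the 3 comparisons (submergence against control, flooding against control, flooding against submergence) was fitted on its own 6 samples with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 0.1), for genes with a mean FPKM of at least 0.5. Transcripts with a two-sided Benjamini-Hochberg adjusted p under 0.05 were called. For single genes, means are given with the SD of 3 samples, and exact two-sided permutation tests of 3 samples against 3 cannot give a p under 0.1. GO terms were taken from the deposited annotation and tested by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over all terms with at least 5 tested genes, among the genes tested against control in both stresses. A transcript called in one stress and not tested in the other was counted as called in the first only. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

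The genes named are those the paper names or shows in Figures 5, 6 and S5 or circles in Figure 7, where a name or ID could be matched. To these were added, for each comparison, the 3 largest rises and 3 largest falls among called genes with a mean FPKM of at least 5 in 1 of the groups and no overlap between the groups. Erf57, ErfB-4, Apd1 and a putative Dhar could not be matched and were left out. The hormone data sets of other studies, the qPCR, growth and metabolite measurements were not used here.

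The alternatives were a pseudocount of 1, no filter on low values, a mean FPKM of at least 2, median-of-ratios rescaling, quantile normalization, eBayes without the trend, all 9 samples in one fit, the replicate block, a fold change of at least 2, p adjusted over a gene list alone, all tested genes as the GO background, and leaving out each sample in turn. Added after the data were seen were a fit of all 9 samples with shoot apex marker genes as a covariate, and GO tests leaving out each sample.

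The paper's Table S1 gives 36059662 to 66405340 mapped reads per sample. The precision this gives for a gene cannot be computed from FPKM, so the spread between samples is given instead. The test was tried on simulated data of 3 samples against 3, in which 110 of 200 changed genes were recovered, from 12% at a log2 fold change of 0.5 through 52% at 1 and 76% at 1.5 to 80% at 2. In the same data 6 unchanged genes were called, and with no gene changed 0 were called. The noise was drawn independently for each gene, with the spread of the submergence and flooding samples, so variation shared across genes was left out. The GO test called a term in 0 of 20 random gene lists and in 20 of 20 lists with 20 genes of one term added. So large an addition does not show that terms with few genes in a list would be found.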

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

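The tests below were chosen only after the results were seen, except that on GC content and gene length. The paper's main text does not discuss the 2 gene sets as a whole or the 2 clock genes of this part, though it reports on single members of the sets (Rap2.2 for hypoxia, Erf104 for mechanical stimulus). Its supplementary tables of GO terms could not be read in full, so whether they list these terms is not known.

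The 39 genes with the GO term response to mechanical stimulus rose by a mean log2 change from the control mean of 1.56 under submergence and 1.85 under flooding. Physical flow as the only trigger would leave the submergence samples among the controls, but the lowest submergence sample lay 1.15 above the highest control. Whether the rise is larger under flow is open, since flooding against submergence gave an exact two-sided p of 0.2, and 0.1 after median-of-ratios rescaling, the smallest possible. Of the 39 genes, 27 were up-regulated under submergence and 24 under flooding. A candidate explanation is that immersion or handling sets off part of this response. These cannot be separated, since the paper's text does not state whether the control plants were handled alike.

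The mean over the 43 genes with the GO term response to hypoxia rose by 0.50 under submergence (samples from 0.36 to 0.72) and by 0.67 under flooding (0.28 to 0.98), unevenly among the samples of each stress. The rise is one of the mean, not of the whole set. Log2 fold changes were positive in 24 of 42 tested genes under submergence (10 up-regulated, 3 down-regulated) and in 27 of 43 under flooding (13 up-regulated, 3 down-regulated). The largest were 5.12 and 5.36 for EXL1, which also has the mechanical stimulus term. The fermentation genes of the set were not up-regulated. In limma, ADH1 had 0.23 and 0.11 (adjusted p = 0.717 and 0.909) and PDC1 1.68 and 1.63 (0.288 and 0.306). PDC2 fell, with -0.85 and -0.78 (0.0251 and 0.00507). The mean therefore does not show a rise of fermentation transcripts. The score had a Pearson r of -0.34 with the mapped reads of the 6 stressed samples (permutation p = 0.492). Its range over these samples kept 85.2% of its size after median-of-ratios rescaling and 83.5% after adjustment for GC content and gene length. A stressed sample exchanged with a control is set against by the mechanical stimulus score, in which all 6 stressed samples lay at least 1.15 above the controls. That score overlapped between the 2 stresses, so labels exchanged between submergence and flooding would not be seen in it.

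The hypoxia score rose with the mean of 9 shoot apex marker genes (Pearson r = 0.75, permutation p = 0.103; Spearman 0.77, p = 0.103; adjusted p = 0.206 over 4 relations; 0.88 within stresses). It also rose with the mean of 13 cell division marker genes (Pearson r = 0.79, permutation p = 0.0556; Spearman 0.77, p = 0.103; adjusted p = 0.206; 0.94 within stresses). Without the 2 samples farthest from the median, r fell to 0.13 and 0.36. These tests had asked for a permutation p under 0.05, which neither reached, and after the values were seen the relations were treated as open, not as absent. For a batch shared by samples of the same replicate number, 2 of the 6 pairings of the numbers, the real one included, gave as high a mean correlation. The unevenness therefore cannot be told apart from a varying share of shoot apex tissue or of dividing cells, or from such a batch, and no biological explanation is claimed.

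The morning clock transcripts LHY and CCA1 rose under both stresses. The log2 fold change of LHY was 1.00 under submergence (adjusted p = 0.0192) and 0.67 under flooding (adjusted p = 0.00316), and that of CCA1 was 0.87 (adjusted p = 0.0138) and 0.65 (adjusted p = 0.00937), each without overlap with the controls. A harvest of stressed and control plants at different times of day could give this. Of 6 evening clock genes, in a list written after some values were seen, 2 (ELF3 and PRR5) were lower in both stresses without overlap. The pattern cannot be told apart from a difference in harvest time, because stress and harvest were not varied separately.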

How the results depend on the processing

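The alternatives were chosen before the data were examined, except the covariate fit and the GO tests that leave out a sample, which were chosen after seeing the data. For the changes below the cause was not tested. The test planned on read counts with other tools was not run, since FPKM cannot give it. For single genes, the alternatives that keep all samples gave the same direction and side of the threshold in 697 of 722 values, with 14 weaker, 10 stronger and 1 reversed, and those leaving out a sample in 486 of 544, with 37 weaker, 13 stronger and 8 reversed. For GO terms the paper names the numbers were 359 of 432, with 8 weaker, 17 stronger and 48 reversed.

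With a fold change of at least 2, 875 transcripts were up and 217 down under submergence, and 1201 up and 456 down under flooding. Of the up-regulated, 138 were specific to submergence, 464 to flooding and 737 shared, and of the down-regulated 46, 285 and 171.

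With the replicate block, 1011 transcripts were down under submergence, 208 were down under submergence only and 803 under both. GO terms numbered 11 (up, submergence only), 8 (down, submergence only), 6 (down, flooding only) and 8 (down, both). The ratio fell to 0.736 for defense response (up, submergence only), and for terms down under flooding only to 0.687 for RNA splicing, 0.505 for intracellular protein transport and 0.977 for mitochondrion, and rose to 1.01 for protein ubiquitination. The difference between defense response and protein phosphorylation reversed to -0.0013. Among ROS scavenging transcripts 1 was up and 4 were down under submergence, and 1 was up under flooding.

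With all 9 samples in one fit, 88 transcripts were up and 139 down in flooding against submergence, 183 were down under submergence only, and 4.11% of the transcripts up under flooding only passed the direct comparison. GO terms numbered 7 (up, submergence only), 15 (down, submergence only) and 6 (down, flooding only). Up under flooding only, plant-type cell wall had a ratio of 0.854 and ribosome biogenesis 1.01, and down under flooding only mitochondrion had 0.955. Adding the shoot apex marker genes as a covariate, chosen after seeing the data, gave 2541 transcripts down under submergence, and 300 up and 561 down in flooding against submergence.

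After median-of-ratios rescaling, 1265 transcripts were up under flooding only, and the up-minus-down difference in size under flooding was 0.454. GO terms numbered 2 (up, submergence only), 13 (down, submergence only), 5 (down, flooding only) and 6 (down, both). The ratio was 0 for defense response (up, submergence only), 1.04 for ribosome biogenesis (up, flooding only), and among terms down under flooding only 0.906 for RNA splicing, 0.999 for intracellular protein transport, 0.960 for mitochondrion and 1.21 for protein ubiquitination. Under flooding 2 ROS scavenging transcripts were up and 2 down. After quantile normalization 1 was up and 11 were down, and Cu/ZnSod1 under submergence reversed to -0.0066.

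Without the trend, 1 transcript was down in flooding against submergence, 1 SA synthesis transcript was up and 4 ROS scavenging transcripts were down under submergence. A pseudocount of 1 gave an up-minus-down difference of 0.442 under flooding. With no filter on low values, 5 GO terms passed for transcripts up under submergence only, and the ratio was 0.690 for defense response there, 1.0004 for chloroplast (down, flooding only) and 1.04 for RNA processing (down, both). With a mean FPKM of at least 2, response to auxin had 0.787 (up, submergence only), 4 GO terms passed for transcripts down under flooding only, and 1 ROS scavenging transcript was up under flooding. With all tested genes as the background, 8 GO terms passed (up, submergence only), 0 (down, flooding only; 71 at an unadjusted p under 0.05 as reported), and mitochondrion had 0.936 there. Adjusting p over the list alone, 6 SA synthesis and 2 Rboh transcripts were up under submergence, and 2 ROS scavenging transcripts were down under flooding.

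Leaving out each sample in turn gave 890 to 2019 transcripts up and 489 to 2187 down under submergence, 1643 to 3436 down under flooding, and 0 to 4 up and 0 to 2 down in flooding against submergence. The up-regulated numbered 149 to 470 (submergence only), 546 to 1302 (flooding only) and 741 to 1557 (both), and the down-regulated 98 to 662, 1252 to 2422 and 391 to 1525. The up-minus-down difference under flooding was 0.49 to 0.72, and defense response minus protein phosphorylation -0.0418 to 0.37. Under submergence 0 to 3 SA, 1 to 2 JA and 1 to 2 Rboh transcripts were up and 2 to 12 ROS scavenging transcripts down, and under flooding 0 to 5 ROS scavenging transcripts were up and 2 to 9 down. Flooding against submergence ranged from -0.11 to 0.59 for RbohF and from -0.53 to 0.59 for Dreb2A, and submergence against control from -0.0633 to 0.0682 for Cu/ZnSod1, -0.0452 to 0.30 for Bph1 and -1.94 to 2.50 for PSBN.

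In the same fits GO terms numbered 0 to 12 (up, submergence only), 3 to 76 (down, submergence only), 0 to 63 (down, flooding only) and 5 to 54 (down, both). Ratios for transcripts up under submergence only were 0 to 1.71 for defense response and 0.573 to 1.92 for protein autophosphorylation, and up under flooding only 0 to 1.18 for ribosome biogenesis. Down under flooding only they were 0.754 to 1.42 for RNA splicing, 0.730 to 1.44 for chloroplast, 0 to 1.501 for intracellular protein transport, 0.929 to 1.14 for mitochondrion and 0.732 to 1.00 for protein ubiquitination, and down under both 0 to 1.76 for RNA processing. Read depth per gene is not known from FPKM, so its part in calls at low FPKM was not tested.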

Differences from the paper's values

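No cause was tested for the differences below. Transcripts up under flooding only numbered 814 against the paper's 1253. Of the alternatives set before the data were examined, the gap to the paper's count fell within 1.5-fold with no filter on low values (884), median-of-ratios rescaling (1265), quantile normalization (1000), no trend (865), the replicate block (837), without control replicates 1, 2 and 3 (913, 854 and 865), without submergence replicates 2 and 3 (1078 and 1112) and without flooding replicate 3 (1302), and not with the others, which went down to 464. Transcripts down under submergence only numbered 378 against the paper's 584, within 1.5-fold after quantile normalization (466), without submergence replicate 1 (662) and without flooding replicates 1 (530) and 2 (424), and not with the other alternatives. ROS scavenging transcripts up under flooding only numbered 0 against the paper's 4, and only without flooding replicate 3 (5) was the gap within 1.5-fold. At an unadjusted p under 0.05, 2 ROS scavenging transcripts rose under flooding.

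Of 82 relative FPKM values of Figure S5 given in the paper's supplement, 4 differed, all of transcripts with low FPKM, and the others lay within 0.143. Aox1B under flooding was 0 against the paper's 0.508584, under every alternative run. Aox2 under submergence was 8 against the paper's 4.65402, within 1.5-fold without control replicates 2 and 3 (5.33 each) and without submergence replicates 2 and 3 (6 each). Aox2 under flooding was 7 against the paper's 2.70512, within 1.5-fold only without flooding replicate 1 (3). Apx2 under submergence was 2.5 against the paper's 5.31836, within 1.5-fold without submergence replicates 1 and 3 (3.75 each). Of 9 log2 fold changes under flooding compared with the paper's Table S3, 2 differed by more than the larger standard error. RbohC had 1.51 against the paper's 2.0923, within the error after median-of-ratios rescaling (1.60), without control replicates 1 (1.64) and 2 (1.60) and without flooding replicates 2 (1.61) and 3 (1.98), and with all 9 samples in one fit (1.51) only because the standard error was larger. Gr1 had 0.25 against the paper's 0.366575, within the error after median-of-ratios rescaling (0.35) and without flooding replicate 3 (0.32), and without control replicates 1 (0.27) and 3 (0.26) only because the standard error was larger. The other alternatives did not close these gaps.

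The paper lists Cu/ZnSod1, Gr1, Gpx2 and Aox3 as up under flooding only, with adjusted p here of 0.258, 0.0854, 0.264 and 0.266. Without flooding replicate 3 they had 0.0376, 0.0188, 0.043 and 0.00488, and after median-of-ratios rescaling Gr1 had 0.0103 and Gpx2 0.0355. It lists Cu/ZnSod3 as down under submergence only, where its adjusted p was 0.06 (0.0314 after quantile normalization, 0.0158 without submergence replicate 1) and where it was called under flooding. The paper reports no ROS scavenging transcript down under flooding only, and 4 were called here, none of which differed between flooding and submergence (smallest adjusted p = 0.401). These calls depend on the setting. With p adjusted over the list alone, Cat1, FeSod1 and Gpx6 each had 0.0562 under flooding and Cu/ZnSod3 had 0.0453. Over the alternatives that keep all samples, the adjusted p of Cu/ZnSod3 under flooding reached 0.108. RbohC under flooding had an adjusted p of 0.0704 (0.0457 after quantile normalization, 0.0456 with the replicate block, 0.0181 without flooding replicate 3). RbohG, for which the paper describes a rise in both stresses, is listed at 0 in the control and submergence samples.

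Among other rises and falls the paper states that did not pass here, some passed in another setting. They are Pal1 under submergence (adjusted p = 0.0593; 0.0194 without submergence replicate 2), RbohF under submergence (0.109; 0.00803 without submergence replicate 1), Dreb2A under submergence (0.3; 0.00195 without submergence replicate 1), Erf8 under flooding (0.0828; 0.0389 after median-of-ratios rescaling), Bph1 under flooding (0.0996; 0.0416 without flooding replicate 2) and Arr7 under flooding (0.0705; 0.0331 with the replicate block, 0.00104 without control replicate 3). Under submergence Ics1 (0.0761), Opr3 (0.286), RbohC (0.637) and Arr7 (0.451) passed under none of these settings. Of the Erf transcripts of Figure 6, Erf094 (0.0894), Erf107 (0.0584), Erf019 (0.08) and Erf4 (0.136) under submergence and Erf12 (0.233) under flooding did not pass as reported. For these Erf transcripts only the adjustment over the list alone is given as an alternative. Adjusting p over the list alone, Pal1 (0.0252), Ics1 (0.0295), RbohF (0.043), Erf094 (0.0268), Erf107 (0.0151), Erf019 (0.0233) and Erf4 (0.0491) passed under submergence, as did the fall of Cu/ZnSod3 (0.0469), and RbohC (0.0228) and Erf8 (0.0311) passed under flooding. Aim1 had a log2 fold change of -0.18 under submergence (adjusted p = 0.319) and -0.15 under flooding (adjusted p = 0.262), with samples overlapping those of the control. Erf095 and Dreb1D, which the paper ranks high among the flooding transcripts, were below the minimum FPKM for testing.

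Of the GO terms the paper names, plant-type cell wall (up, submergence only, adjusted p = 0.105) passed with all tested genes as the background (0.0474), plasma membrane (up, submergence only, 0.128) after median-of-ratios rescaling (0.0298), with the replicate block (0.00687) and with all tested genes as the background (0.04), and mitochondrion (down, submergence only, 0.256) with no filter on low values (0.0485) and with all tested genes as the background (0.0309). GO tests leaving out a sample, chosen after seeing the values, called plant-type cell wall without control replicate 2, submergence replicates 1 and 3 or flooding replicate 2, plasma membrane without flooding replicate 2, mitochondrion without submergence replicate 1, chloroplast (down, flooding only, 1) without flooding replicate 3 (4.12e-10), and protein phosphorylation (up, flooding only, 0.15) without any 1 control replicate or submergence replicate 2 or 3. The other named terms of these lists had an adjusted p of 0.451 (kinase activity) or 1 under submergence only, and 1 for plant-type cell wall, ribosome biogenesis and chromatin remodeling under flooding only and for RNA processing, RNA splicing, protein ubiquitination and intracellular protein transport among the down-regulated. Since the paper used the DAVID annotation, terms that did not pass here are not thereby shown to be absent from its lists. The paper describes larger changes for defense response than for the other 2 terms of Figure 4A, where the permutation p across genes was 0.466 against protein phosphorylation, and ribosome biogenesis had 1 transcript, too few to test.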

Other observations

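The tests of this part were chosen only after the results were seen, except those on the size of the response and 3 of those on long noncoding RNA (scaling, low expression and sequencing depth).

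Transcripts called up under flooding only may in part be transcripts whose rise under submergence was missed by the threshold, since 91.2% of the 814, which include 32 not tested under submergence, had a positive log2 fold change there. The controls shared by both comparisons favour a shared sign. Against a control sample left out of the calls, the share was 93.8% to 97.3%. Those calls used 2 controls and found fewer transcripts up under submergence, which can raise that share. Spread between the submergence samples also bears on missed rises, as 33.8% of the 814 (275) turned up under both stresses when submergence replicate 1 was left out, against 6.63% for replicate 2 and 1.35% for replicate 3.

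The 1698 transcripts up under submergence were chosen by their submergence result, which favours submergence, yet 59.9% of them (1017) had the larger log2 fold change under flooding, and 63.3% after median-of-ratios rescaling. The medians per sample overlapped (exact two-sided p = 0.3). That the response is larger under flooding remains a hypothesis.

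The summed FPKM of long noncoding RNA genes was 1345 to 1372 in the control samples, 1131 to 1190 under submergence and 855 to 1034 under flooding. The lowest control exceeded the highest stressed sample by 95.9 FPKM after median-of-ratios rescaling, and by 63.6 FPKM without the 10 highest genes. Their median log2 fold change under flooding (261 genes) was -0.43, outside the -0.11 to 0.02 of the central 95% of 10000 lists of protein-coding genes of matched expression. The totals had a Pearson r of 0.27 with mapped reads over the 6 stressed samples (permutation p = 0.604), which does not bear on the controls, where the median of mapped reads was higher (62906850 against 46861493 and 39743524). Control replicate 3, however, had fewer mapped reads than submergence replicate 2 (47851210 against 51410131) and a higher total (1353 against 1136 FPKM), which speaks against depth as the only cause. In a test added after the values were seen, the median log2 fold change under submergence (269 genes) was -0.14, outside the -0.03 to 0.09 of matched lists, with 12 genes up and 30 down. As a hypothesis, long noncoding RNA may fall under both stresses. Reads shared with overlapping genes were not tested.

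The samples were also split in other ways. Of the 10 splits of 6 samples, 4 part all 3 same-numbered pairs, the real split included, and the other 6 part 1 pair. Among the 4, the real split gave 3288 genes with an adjusted p under 0.05 for submergence against control, where the others gave 4, 0 and 0, so that 1 split of 4 gave as many. For flooding against control it gave 5366 against 2, 0 and 0, again 1 split of 4. For flooding against submergence it gave 0 against 0, 0 and 4, so that 4 splits of 4 gave as many, which a count of 0 makes certain and which tells nothing. At an unadjusted p under 0.05 it gave 2780 against 281, 249 and 494, which is 1 split of 4. The 6 splits that part 1 pair gave 280, 2199, 467, 940, 1948 and 247 genes, so that grouping the samples otherwise can give nearly as many. With 4 splits the share cannot be under 0.25.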
